# MicroRNA Dysregulation in the Spinal Cord following Traumatic Injury

**DOI:** 10.1371/journal.pone.0034534

**Published:** 2012-04-12

**Authors:** Mónica Yunta, Manuel Nieto-Díaz, Francisco J. Esteban, Marcos Caballero-López, Rosa Navarro-Ruíz, David Reigada, D. Wolfgang Pita-Thomas, Ángela del Águila, Teresa Muñoz-Galdeano, Rodrigo M. Maza

## Abstract

Spinal cord injury (SCI) triggers a multitude of pathophysiological events that are tightly regulated by the expression levels of specific genes. Recent studies suggest that changes in gene expression following neural injury can result from the dysregulation of microRNAs, short non-coding RNA molecules that repress the translation of target mRNA. To understand the mechanisms underlying gene alterations following SCI, we analyzed the microRNA expression patterns at different time points following rat spinal cord injury.

The microarray data reveal the induction of a specific microRNA expression pattern following moderate contusive SCI that is characterized by a marked increase in the number of down-regulated microRNAs, especially at 7 days after injury. MicroRNA downregulation is paralleled by mRNA upregulation, strongly suggesting that microRNAs regulate transcriptional changes following injury. Bioinformatic analyses indicate that changes in microRNA expression affect key processes in SCI physiopathology, including inflammation and apoptosis. MicroRNA expression changes appear to be influenced by an invasion of immune cells at the injury area and, more importantly, by changes in microRNA expression specific to spinal cord cells. Comparisons with previous data suggest that although microRNA expression patterns in the spinal cord are broadly similar among vertebrates, the results of studies assessing SCI are much less congruent and may depend on injury severity. The results of the present study demonstrate that moderate spinal cord injury induces an extended microRNA downregulation paralleled by an increase in mRNA expression that affects key processes in the pathophysiology of this injury.

## Introduction

Traumatic spinal cord injury SCI is characterized by a specific pathophysiological response that can be divided into three phases. The acute phase represents the initial trauma and affects the neural tissue directly, inducing a state of spinal shock. The acute phase is followed by a secondary phase that takes place over a time course of minutes to weeks after the injury and exacerbates the damage inflicted by the primary injury. The secondary phase comprises several interrelated damage processes that include vascular alterations, biochemical disturbances and cellular responses that lead to an inflammatory response and cell death. The chronic phase occurs between days to years after the trauma and is characterized by apoptosis, Wallerian degeneration and scarring that establishes functional impairment [1], [2]. Processes occurring after SCI are associated with altered gene expression patterns; there is a strong upregulation of genes related to inflammation and cell death along with a downregulation of genes involved in cell excitability and neurotransmission within the first hours after injury. Upregulation of the genes involved in inflammation and apoptosis persist during the first weeks, whereas genes regulating cytoskeletal arrangement, myelin ensheathment and synapsis show decreased expression, reflecting compromised tissue integrity. However, genes coding for angiogenic, neuritogenic and growth factors show increased expression, in an attempt to promote survival and regeneration [1]. This alteration of gene expression that is associated with processes triggered by SCI is thought to be accompanied by the post-transcriptional regulation of these modified gene networks. Among the known post-transcriptional regulators, microRNAs have recently attracted much attention due to their ability to inhibit mRNA translation. Nearly 750 of these small (18–25 nucleotides), non-coding RNA sequences have been identified in humans [3]. MicroRNAs are present in all systems, including the CNS, where they are involved in the regulation of nervous diseases and in neurotraumatic pathologies such as Alzheimer's, Parkinson's, and Huntington's diseases, Tourette's syndrome and schizophrenia [4]. Preliminary studies using microarray analyses to examine microRNA expression profiles post-SCI in mice [5] and rats [6] have confirmed significant and common changes in the expression of several microRNAs (*e.g*., miR-21 overexpression) and have identified potential downstream targets for some of these [6].

In this study, we performed a detailed analysis combining the use of microarrays, Q-PCR and several bioinformatic tools to characterize the microRNA expression changes induced by spinal cord contusion in a rat model. To deepen our understanding of the evolution of microRNA expression patterns following SCI, we examined microRNA expression at 3 different time points after injury (1, 3, and 7 days) and compared the expression levels at these times with those from untreated controls and surgical controls (shams). Our results reveal that a progressive microRNA underexpression occurs following SCI, and becomes particularly significant 7 days after injury.

This temporal pattern is closely correlated with the increases in mRNA expression observed 7 days after injury in previous studies [7], [8]. Moreover, a computational re-analysis of previous mRNA expression data predicted some of the observed microRNA expression changes, strongly suggesting a role for microRNA regulation in the processes that occur post-SCI. Integration and annotation of these data allow for the prediction of microRNA regulation in different pathways such as inflammation, nervous system development or cell death. Taken together, the data presented here strongly suggest that microRNAs are involved in different pathophysiological processes that are triggered after SCI, suggesting that the modulation of microRNA expression may be a promising therapeutic tool.

## Results

### Experimental spinal cord injury induces a motor medullary paralysis of medium grade

Wistar rats received a moderate contusion (200 kdyne) at the level of the 8th thoracic vertebra (T8) to produce a reproducible spinal cord injury. Prior to sacrifice, injured rats were evaluated for hind-limb locomotion using the Basso, Beattie and Bresnahan locomotor rating scale (BBB scale) [9] and its subscore scale as modified by McTigue and collaborators (2007) [10]. Individual BBB scores and subscores were plotted as functions of the length of time after injury. We observed that all groups presented homogeneous values, and the means of the BBB scores agreed with the moderate spinal cord injury values obtained in previous studies [7], [9], [11] (Figure 1A, B). The injured animals presented some degree of spontaneous recovery of motor function as the time after injury progressed. An additional group of animals were used to assess histopathology, and we observed that the injury size of the area adjacent to the injury increased with the length of time post-injury (Fig. 1C).

**Figure 1:**
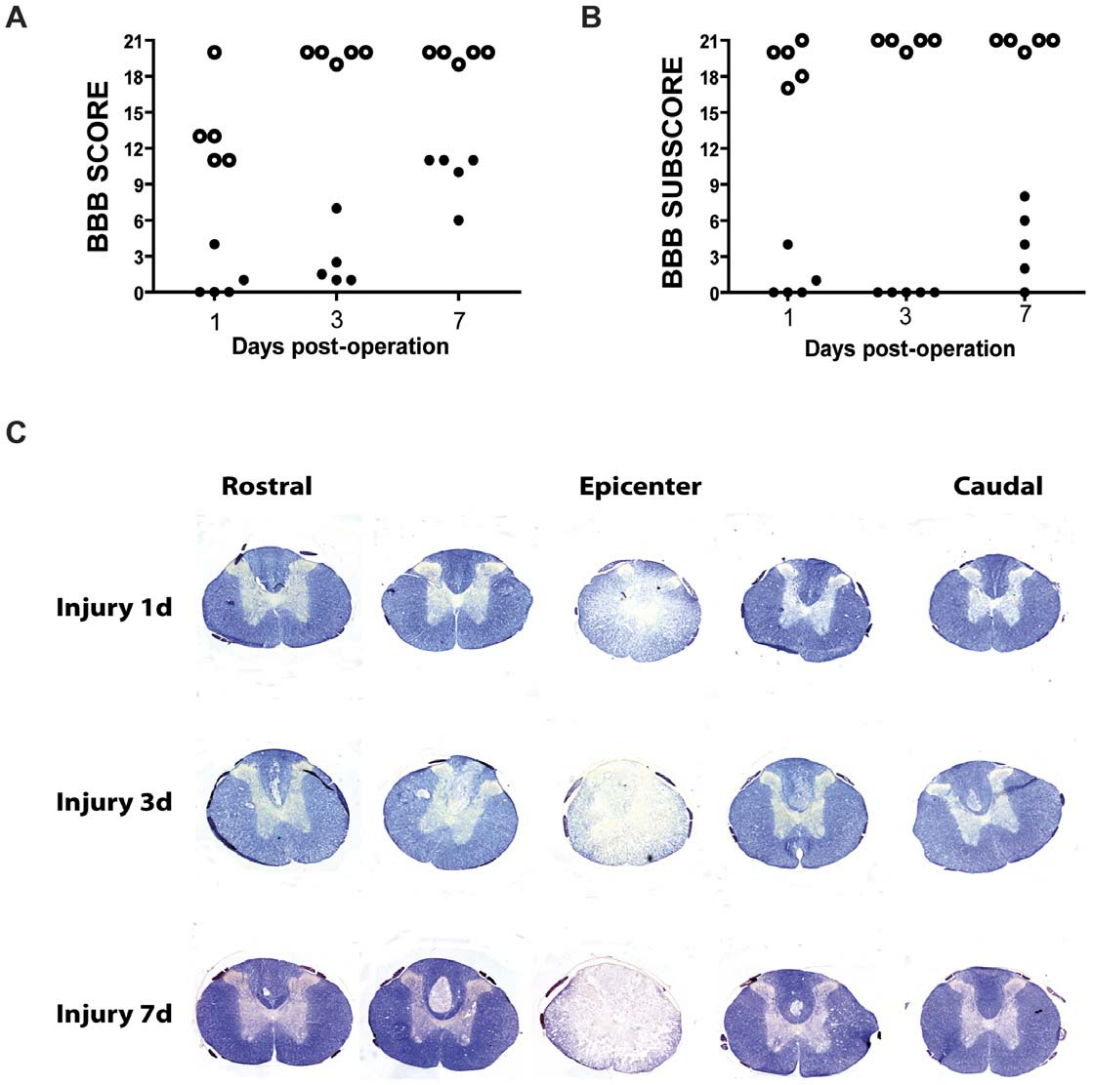
Functional and morphological outcomes after injury. Recovery of locomotor function as represented by BBB scores (A) and subscores (B) after moderate injury and sham surgical procedure. Open circles represent sham animals and closed circles represent injured animals. (C) Representative histological images of eriochrome/cyanine-stained spinal cords from the different experimental groups. Tissue samples show the site of impact and 0.5 cm rostral and caudal sections with a separation of 200 µm between each image.

### MicroRNA expression profiling of intact, sham, and injured rat spinal cords

MicroRNA expression data were obtained after RNA samples were hybridized to Exiqon miRCURY LNA microRNA v.11 microarrays carrying probes for 1,773 unique microRNA sequences. This microarray set comprises all human, mouse, and rat microRNAs that are included in the miRBase database v. 11.0 (http://www.mirbase.org), in addition to some viral sequences and novel human mature sequences identified by Exiqon (hsa-miRPlus probes). RNA from the spinal cord at the T8 level was extracted 1, 3, and 7 days after either laminectomy and contusion injury (lesion animals) or after laminectomy without contusion (sham animals). An additional group of animals that did not receive surgery was included as a representation of naive conditions (control animals). RNA was obtained from 5 animals in each of the 7 resulting groups. The processing and normalization of the hybridization data were performed using the variance stabilization normalization (VSN) methodology to obtain microRNA expression profiles for the 35 samples (Figure 2). 

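MicroRNA levels were measured on 35 Exiqon miRCURY LNA arrays, each hybridized with labelled total RNA (1 µg) of 1 animal from a 1 cm fragment of cord at T8. The groups were CT (no surgery), LS1, LS3 and LS7 (laminectomy and contusion at 200 kdyne, 1, 3 and 7 dpo) and SH1, SH3 and SH7 (laminectomy alone), with 5 animals each. Every array carried 7063 spots of 1766 microRNAs and other small RNAs, mostly 4 spots each, and 28 spots of negative control probes. Of the names, 349 held that of a rat microRNA (a rat name, below also called a rat sequence). The others stood for human, mouse or viral microRNAs or for miRPlus sequences of the manufacturer. A probe without a rat name may still match a rat microRNA. The deposited values are the authors' VSN values on a generalized log2 scale, 1 per spot, made from the green foreground signal without background subtraction. For the values given here, the local background was subtracted from the foreground median of each spot in the scanner files, VSN was fitted across the 35 arrays and the median over the spots of a microRNA was taken, so that values are log2. The scanner files also hold a red channel whose sample is not described, which served as an alternative scaling and was tested by itself. A microRNA was taken as detected on an array when more than 0.5 of its spots exceeded the mean of the negative controls by 2 SD, and as detected in the study when this held in at least 3 of the 5 animals of a group. Detected microRNAs with an interquartile range above 0.5 were compared between groups by limma, and those with a Benjamini-Hochberg adjusted p under 0.05 were called changed. The arrays were scanned on 13 days, at most 4 arrays a day, and their number limits the precision of every value.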

The raw and the VSN-transformed data are available at the GEO database (http://www.ncbi.nlm.nih.gov/geo, last accessed in July 2011), under the GSE19890 accession code. On average, approximately 500 microRNAs were detected at levels above background in each sample, corresponding to an average of 28% of the microRNA probes included in the array. In total, microRNA expression was detected by 3,643 out of the 7,091 total microarray probes, corresponding to 901 microRNAs and representing roughly 51% of the microRNAs under investigation, including 268 rat sequences (77% of the 349 rat probes included in the array). 

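Each array detected 678.7 ± 217.5 (SD, n = 35) of the 1766 microRNAs and small RNAs, between 270 and 1142, which corresponds to 38.4% ± 12.3. The median signal of the microRNAs detected on an array was 11.5 ± 4.42 times the SD of the negative controls of the same array, between 3.89 and 22.2. In at least 3 animals of a group 812 microRNAs were detected (46.0%), and 262 of these held a rat sequence (75.1% of the rat names). Detection in all 5 animals of a group left 631, and a limit of 3 SD above the negative controls left 687. On every array 189 were detected, and on at least 1 array 1333. By class, 200 of 534 human microRNAs without a rodent name, 157 of 430 miRPlus sequences, 145 of 308 mouse microRNAs without a rat name, 34 of 114 viral microRNAs and 14 of 31 other small RNAs were detected. An interquartile range above 0.5 across the 35 arrays kept 723 of the 812 microRNAs, 231 of them with a rat sequence. With the authors' deposited values 327 of the 812 passed this filter.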

Of the 901 detected microRNAs, 463 showed variable expression levels across samples, with an interquartile range above 0.5. An Excel file including all matrices and processing information is available as supplementary material (file S1).

**Figure 2:**
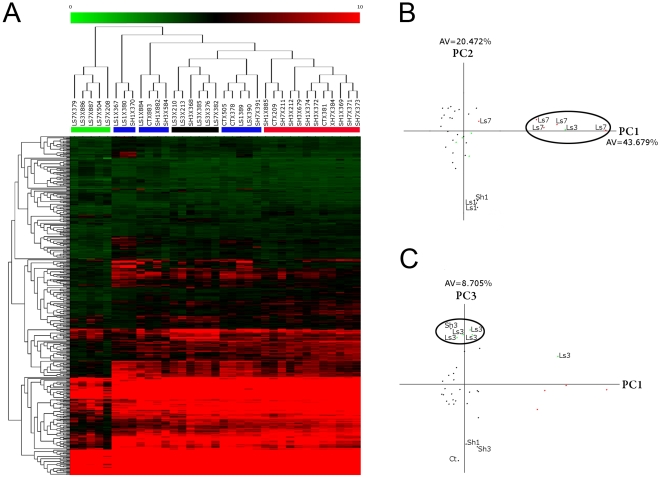
MicroRNA expression profiles after spinal cord injury. (A) Hierarchical cluster analysis and heat map, Euclidean distance and average linkage clustering of data from individual replicates. This analysis provides a visual ordination of the samples and genes according to their overall similarity. The colors of the heat map indicate microRNA upregulation (red) and downregulation (green). (B) PCA and scatterplot of the first two components, showing the separation of the LS7 individuals. (C) Scatterplot of the first and third components of the PCA, showing a group of LS3 samples. All analyses were based on data from the 463 microRNAs showing variable expression (IQR>0.5). PC1, PC2, and PC3 correspond to the axis determined by the first, second and third principal components of the PCA, respectively. These components are lineal combinations of the expression values for each gene optimized to capture the maximum variation of the matrix. Each consecutive component is orthonormal to the previous ones and absorbes the maximum amount of the remaining gene expression variation (AV, absorbed variation). Ls7, Ls3, Ls1, Sh1, Sh3 and Ct indicate sample type and correspond to Lesion (Ls), Sham (Sh) and control, while the numbers 1, 3, 7 indicate the sampling time after surgery.

Principal components analysis (PCA) and unsupervised, hierarchical clustering analysis (HCL) of the samples and the hybridization levels of the 463 microRNAs showing detectable and variable expression revealed a clear segregation pattern of the samples. Both PCA and HCL are multivariate methods commonly used to analyze the behaviour of multiple variables at the same time. They are routinely used in microarray analysis to explore the behaviour and grouping patterns of samples and genes according to the expression data. 

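The animals of the LS7 group, sampled 7 days after contusion, stood apart from all groups but for 1 of the 5, and 1 LS3 animal stood with them. This was seen in the principal components of the 723 detected and variable microRNAs on all 35 arrays, of which the first 3 held 51.5%, 16% and 8.73% of the variance. On the first component the LS7 animals had a mean score of 28.7 ± 16.1 (SD, n = 5) and the SH7 animals −7.98 ± 2.95. This difference of 36.7 had p = 0.0079 in a 2-sided exact permutation test, the smallest p that 5 animals against 5 allow, and an adjusted p of 0.058 over the 81 comparisons of measures of whole arrays. The difference of 32.3 from the CT animals, which scored −3.63 ± 5.48, had the same p in the exact permutation test. LS7 replicate 1 scored 5.67 and the other 4 LS7 animals between 23.1 and 49.8. LS3 replicate 2 scored 36.6, whereas the highest score outside the LS7 group after it was 8.32, in SH3 replicate 2. Average linkage clustering on Euclidean distances placed LS3 replicate 2 and LS7 replicates 2 to 5 in a cluster of their own, with the main values and under each of the 6 other choices of values or microRNAs.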

According to both analyses, samples obtained 7 days after spinal cord injury appeared as clearly separate from all other samples. As illustrated in Figure 2, both the first component of the PCA analysis and the branching pattern of the heat map revealed a group comprising 4 out of the 5 animals sampled at 7 days postoperation (LS7 individuals) as well as 1 LS3 individual (sampled at 3 days after injury) that are clearly separate from all other individuals. A group consisting of predominantly LS3 individuals could also be recognized in the heat map as well as by the third principal component of the PCA, whereas most untreated (control, CT) and sham individuals (SH) tended to group together. 

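At 1 dpo a set of microRNAs was higher than in the cord of unoperated controls, most of them without a rat name. In the main fit no microRNA was called against sham animals of the same day (limma 0, with 71 at an unadjusted p under 0.05, and Rank Product 16). Array weights and spike-in scaling gave many calls for this pair. With spike-in scaling the median change from SH1 to LS1 over all detected microRNAs was 1.81, against 0.12 with VSN. The LS1 animals scored −12.3 ± 6.82 (SD, n = 5) on the first component and the SH1 animals −4.50 ± 8.73. On the second component the LS1 mean was −12.5 ± 7.98 against 2.53 ± 7.15 in CT, a difference of −15.0 at the smallest p of the exact permutation test (0.0079, adjusted p = 0.058 over 81 comparisons), and against −2.70 ± 12.3 in SH1 (exact p = 0.21). Against CT, limma called 54 microRNAs in LS1, all higher, with a median log2 change of 1.70. With the authors' deposited values the calls were 21 higher and 4 lower, and with the ratio to the red channel after loess 38 higher and 16 lower. Spike-in scaling gave far more calls, at a median change over all detected microRNAs of 1.11 (0.11 with VSN). Leaving out LS1 replicate 4 raised the count to 111, and leaving out LS1 replicate 5 lowered it to 30. Only 6 of the 54 held a rat name, 18 were miRPlus sequences and 17 were human microRNAs without a rodent name. The largest change, 3.44 (SE 0.25, adjusted p = 3.5e-07 from limma), was that of miRPlus-A1027, detected in 5 of 5 LS1 and 3 of 5 CT animals. For miR-1246 the change was 2.81 (SE 0.29, adjusted p = 2.6e-05 from limma), and every LS1 animal exceeded every CT animal. The viral probe ebv-miR-BART6-3p rose by 3.32 (SE 0.55) and miR-637 by 3.12 (SE 0.40), each detected in 5 LS1 and 2 CT animals, so the sizes of these 2 changes are not measured. All 8 scalings of the arrays gave these 4 changes the same direction. In SH1 the mean of miRPlus-A1027 was 6.70 ± 1.01 and that of miR-637 6.40 ± 2.03, between those of CT (5.46 and 4.91) and LS1 (8.89 and 8.04).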

Samples collected from animals 1 day after injury (LS1) did not group together, either according to any PCA component or the heat map, and these LS1 samples could not be distinguished from those of the control or sham animals. The PCA results also revealed that the first dichotomy between the total samples and the LS7 samples is mostly due to the microRNA downregulation in the LS7 samples (see file S2). 

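MiR-21 rose in the injured cord to a log2 value of 12.49 ± 0.56 (SD, n = 5) in LS7 and 10.23 ± 0.25 in SH7. The change of 2.26 (SE 0.33, adjusted p = 0.0002 from limma) placed every LS7 animal above every SH7 animal. Over the 812 detected microRNAs the median log2 change from SH7 to LS7 was −1.04 with VSN, and with the 7 other scalings it lay between −0.94 and 1.28, so changes are also given relative to this median. On this basis the change of miR-21 was 3.31, and between 2.61 and 4.09 over the 8 scalings. On the first principal component 616 of the 723 microRNAs had a negative loading and 107 a positive one, whereas with 75th percentile scaling over the microRNAs detected on all arrays 38 were negative and 624 positive. MiR-21 had the second highest positive loading (0.0391), after miR-1282 (0.0442). Of the 31 microRNAs called higher in LS7 than in SH7, 13 were detected in at least 3 LS7 animals and 10 on no SH7 array, and their median change was 0.93.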

The latter samples only showed increased expression in a restricted number of microRNAs, particularly miR-21. 

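The scanner files allow the signal, the noise and the scanner gain of each array to be measured. The median signal over the SD of the negative controls was 6.70 ± 2.76 (SD, n = 5) in LS7 and 14.3 ± 2.03 in SH7 (2-sided exact permutation test, p = 0.0079, adjusted p = 0.058 over 81 comparisons). The green gain of the scanner was 636 ± 49.3 in LS7 and 570 ± 23.5 in SH7 (p = 0.024 by the same exact test, adjusted p = 0.092). The SD of the negative controls was 29.5 ± 21.8 in LS7 and 13.0 in SH7 (exact p = 0.087), and the numbers of microRNAs detected were 471 ± 270 and 616 ± 88.3 (exact p = 0.30). LS7 replicate 1, which lay outside the group, had the highest signal of the LS7 arrays (10.2), and LS3 replicate 2, which lay within it, had 4.62. Over the 30 arrays of the other 6 groups, the score on the first component was related to the signal with a Pearson r of −0.775 and a Spearman rho of −0.870. Both had p = 1e-05 in a permutation test, the smallest that 100000 permutations can give, and an adjusted p of 4e-05 over a family of 4 measures. The r was −0.819 without the 2 arrays farthest from the median signal, −0.843 without LS3 replicate 2, and −0.658 within scan days (28 arrays, 11 days). The relation of the score to the gain (r = 0.426, permutation p = 0.031, adjusted p = 0.062; rho = 0.454, permutation p = 0.013, adjusted p = 0.025) had an r of −0.013 within scan days. Its relations to the SD of the negative controls (r = 0.046, permutation p = 0.76; rho = 0.148, permutation p = 0.43) and to the number of microRNAs detected (r = 0.229, permutation p = 0.22; rho = −0.027, permutation p = 0.89) did not pass. The signal and the score come from the same microRNA spots, and 616 of the 723 loadings were negative, so they are not independent measures. Whether a low signal reflects processing or lower microRNA levels cannot be told from their relation.

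**Figure D1:**
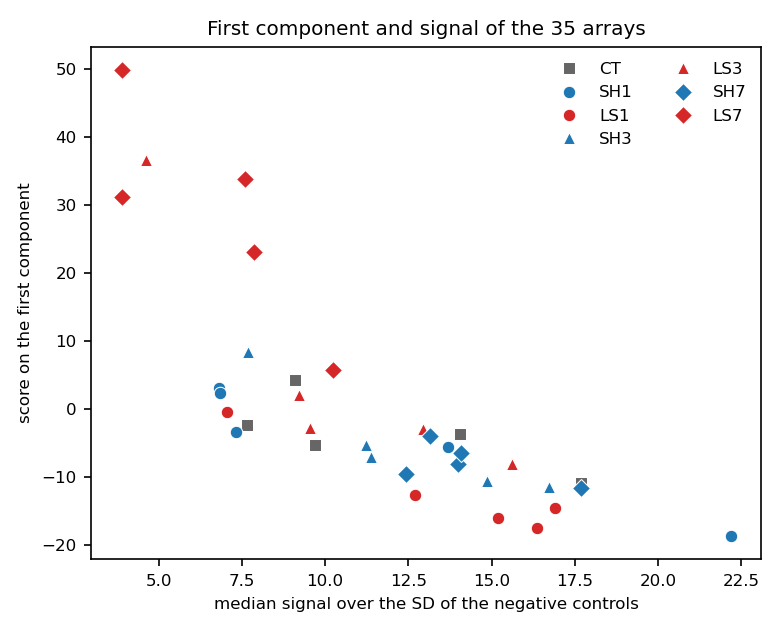
Score on the first principal component (arbitrary units of the log2 scale) against the median signal over the SD of the negative controls (ratio) for the 35 arrays, 1 point per animal, coloured by group. LS7 replicates 2 to 5 and LS3 replicate 2 (36.6) lie above all others, and LS3 replicate 2 has a signal of 4.62.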

The presence of one LS3 individual within the LS7 group and one LS7 individual out of this group, as well as the mixture of LS1 samples together with sham and control individuals, does not correlate with any biological (*i.e.*, BBB score) or processing (*i.e.*, RNA, hybridization, or image quality) variable evaluated, and we therefore assume that this response is due to biological variations not considered in this study.

### Spinal cord injury causes a progressive decrease in microRNA expression

Expression of individual microRNAs was compared between groups, and these results are presented in Figure 3. 

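Over 15 pairs of groups limma called 1449 changes in 559 microRNAs, 179 of which held a rat sequence, and 90.2% of the changes were lower values. These calls were matched to those that the paper lists in File S3. Of the 257 changes the paper lists for LS7 against SH7, 246 involved microRNAs detected here, all 246 had the same sign and 238 were also called. For LS7 against CT 189 of the paper's 203 changes were called, and for LS7 against LS1 181 of 194. For LS3 against SH3 28 of the paper's 51 changes were called, for LS3 against CT 2 of 43 and for LS1 against CT 13 of 15. In LS3 against CT, all 42 detected microRNAs of the list had the same sign as in the paper. None of the listed changes was called in the opposite direction in these 6 comparisons.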

A paired Student t-test followed by False Discovery Range correction identified 763 significant changes in the studied comparisons, affecting 343 different microRNAs (a full list is provided in file S3). The distribution of these changes reveals that spinal cord injury induces progressive changes in microRNA expression patterns, which begin 3 days after injury and increase with time after surgery (Figure 3B). This pattern results from a gradual increase in the number of downregulated microRNAs, whereas the number of upregulated microRNAs remains low throughout the analyzed time period (Figure 3B). MicroRNA downregulation is particularly evident 7 days after injury, which is in agreement with the results from the PCA and HC analyses. 

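Against SH7, 453 of the 723 microRNAs were called in LS7, 31 higher and 422 lower. Against CT the calls were 14 higher and 366 lower, and against LS1 38 higher and 448 lower. The split between higher and lower calls depended on the scaling. For LS7 against SH7 the authors' deposited values gave 8 higher and 214 lower, normexp and quantile normalization 33 and 69, 75th percentile scaling over all microRNAs 148 and 294, spike-in scaling 120 and 141, and the ratio to the red channel after loess 50 and 37. With 75th percentile scaling over the microRNAs detected on all arrays, 452 were higher and 5 lower, and 105 of the 422 lower calls became higher calls. For LS7 against CT the same scaling gave 356 higher and 2 lower, normexp and quantile normalization 29 and 54, 75th percentile scaling over all microRNAs 83 and 244, spike-in scaling 190 and 81, and the red channel ratio 49 and 44. For LS7 against LS1 the percentile scalings gave 320 higher and 10 lower (microRNAs detected on all arrays) and 146 and 221 (all microRNAs), normexp and quantile normalization 33 and 63, and the red channel ratio 41 and 60. Of the 422 microRNAs called lower, 61 were detected on no LS7 array. With scan day as a block 9 were higher and 254 lower. LS7 against LS3 gave 6 calls, all lower, when fitted on these 2 groups, 258 with all 7 groups in 1 fit, 248 with scan day as a random block and 440 with array weights. Without LS3 replicate 2 this count was 337, without LS7 replicate 1 it was 63, and without any 1 of LS3 replicates 3, 4 and 5 or LS7 replicates 2, 4 and 5 it was 1. From the low number of higher calls and the growing number of lower ones, the paper concludes that injury causes a progressive downregulation of microRNAs.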

At this 7-day time point, roughly 200 microRNAs are downregulated with respect to the control or sham levels and also compared to the LS1 expression levels, although there are no significant changes with respect to the LS3 levels. In contrast, the LS3 and LS1 animals revealed far less significant changes in microRNA expression levels with respect to those of the sham and control groups, and no significant differences were found between control and sham individuals or between sham individuals analyzed at different time points.

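Against SH3, 39 microRNAs were called in LS3, 2 higher and 37 lower. Of the 37, 36 were also lower in LS7 than in SH7, where 21.6 would be drawn by chance (Fisher's exact test, p = 4.3e-08 over the microRNAs tested, which are not independent). The other scalings gave 23 higher and 39 lower (normexp and quantile normalization), 57 and 33 (ratio to the red channel after loess), and 11 and 2 (75th percentile scaling over the microRNAs detected on all arrays). Spike-in scaling and scan day as a block each left no call, whereas all 7 groups in 1 fit gave 84, scan day as a random block 83 and array weights 148. Leaving out LS3 replicate 2 raised the count to 74, leaving out SH3 replicate 4 lowered it to 15, and leaving out any 1 of LS3 replicates 1, 3 and 4 or SH3 replicates 1, 3 and 5 lowered it to 0. LS3 differed from CT in 2 microRNAs, with 107 at an unadjusted p under 0.05, and without LS3 replicate 2 in 77. The authors' deposited values gave 14 higher and 33 lower for this pair, and normexp and quantile normalization 28 and 31. Between LS1 and SH1 limma called 0 microRNAs, with 71 at an unadjusted p under 0.05 and 16 by Rank Product, and without SH1 replicate 4 it called 63. The 6 comparisons among CT, SH1, SH3 and SH7 gave 0 calls by limma and 10 by Rank Product. Their counts at an unadjusted p under 0.05 were 6 (SH1 and CT), 38 (SH3 and CT), 85 (SH7 and CT), 32 (SH3 and SH1), 110 (SH7 and SH1) and 11 (SH7 and SH3). The effect of injury against sham was also compared between days within 1 model. It differed between days 7 and 3 for 18 microRNAs (all lower at day 7), between days 7 and 1 for 426 (17 higher and 409 lower) and between days 3 and 1 for 0 (88 at an unadjusted p under 0.05 by limma; Rank Product has no such test). The first of these counts was 304 without LS3 replicate 2, 207 without LS7 replicate 1 and 0 without LS3 replicate 4, LS7 replicate 5, SH7 replicate 1 or SH7 replicate 3. With scan day as a block it was also 0 (138 at an unadjusted p under 0.05 by limma).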

**Figure 3:**
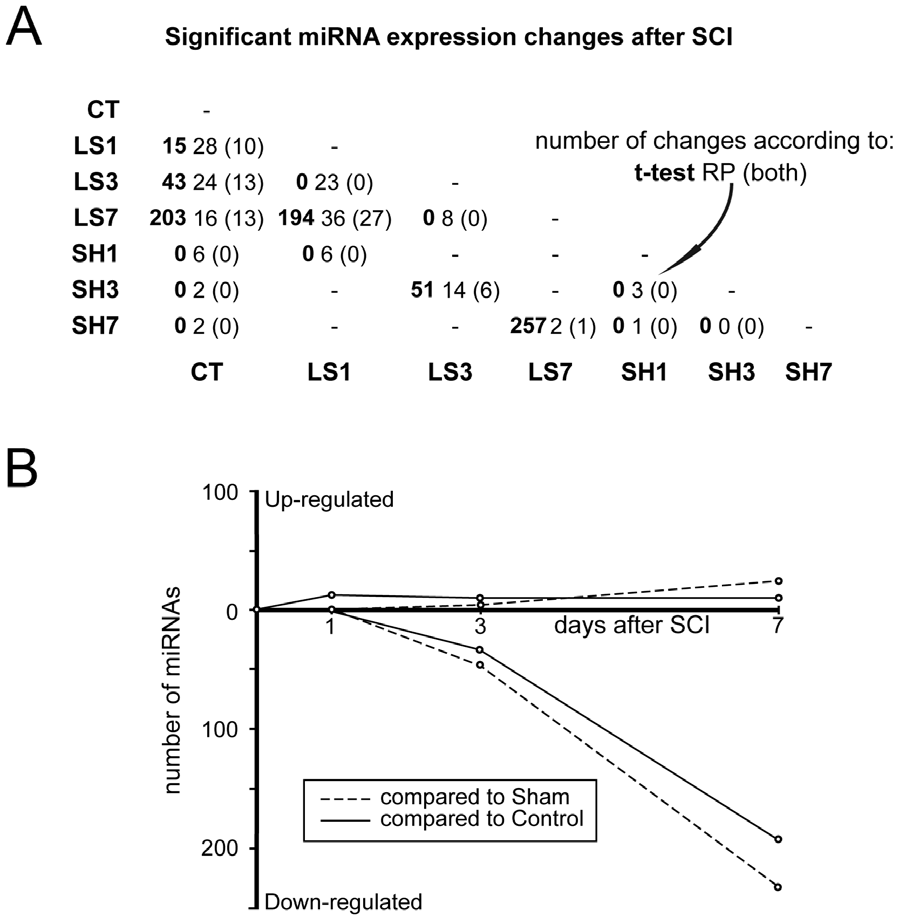
Number of microRNA expression changes following spinal cord injury. (A) Table showing the number of expression changes detected for the different pair comparisons performed. For each comparison, the first number (in bold type) corresponds to the number of significant changes according to t-test analyses after FDR adjustment; the second number (in regular type) corresponds to the number of significant changes according to the non-parametric Rank Product test; the third number (between brackets) corresponds to the changes found to be significant by both tests. (B) Scatterplot illustrating the changes in microRNA expression after SCI. The y-axis indicates the number of up-regulated (positive axis) and down-regulated (negative axis) microRNAs. Values were derived from the t-test analyses comparing microRNA expression levels at different times after SCI to the corresponding sham or control data.

In addition to providing information regarding general expression patterns, the above comparisons also allowed us to identify individual microRNAs with changes in expression following SCI. To confirm the altered expression profiles of microRNAs identified with the t-test, we performed comparisons between the same pairs using the non-parametric Rank Product analysis [12]. These analyses detected fewer significant changes than did the t-test and identified a total of only 170 changes in 88 different microRNAs. 

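Rank Product with 100 permutations, at a percentage of false positives under 0.05, called 312 changes in 163 microRNAs. Both tests called 194 changes in 123 microRNAs. For LS1 against CT Rank Product called 31 microRNAs, of which limma also called 28. In LS3 the counts were 24 against CT (2 by both tests), 22 against SH3 (12 by both) and 43 against LS1 (21 by both). For LS7 against SH7 Rank Product called 43 higher and 13 lower microRNAs, 43 of them also by limma, and with the authors' deposited values it called 22 higher and 12 lower. For LS7 against CT it called 13 higher and 11 lower microRNAs, 20 of them by both tests. LS7 against LS1 gave 53 higher and 25 lower microRNAs, of which 62 were called by both tests, and LS7 against LS3 gave 1 higher and 7 lower, of which 6 were called by both.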

Agreement between both tests (Figure 3A) was found for only 70 expression changes involving 53 different microRNAs. These 53 microRNAs include members of the miR-17-92 cluster, miR-21, or the nervous system-specific miR-124 (see the table in file S3).

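MiR-21 was called higher by both tests in 7 of the 9 comparisons with an injured group. MiR-124 was called by both tests in LS3 against SH3 alone, with a log2 change of −1.76 (SE 0.40, adjusted p = 0.036 from limma) and every LS3 animal below every SH3 animal. This call of limma was lost, at changes between −1.88 and −1.67, when any 1 of LS3 replicates 1, 3 and 4 or SH3 replicates 1, 3 and 5 was left out. Against CT its change in LS3 was −1.65 (adjusted p = 0.056 from limma), called by Rank Product. The miR-17-92 cluster and its paralogues were represented by 13 names, of which 9 were detected. MiR-17-5p rose in LS3 against CT by 1.16 (SE 0.46, adjusted p = 0.19 from limma), higher than all CT animals in 4 of 5, and was called by Rank Product with a percentage of false positives of 0.026. As a list fixed before the data were examined, these 9 were higher than other microRNAs in LS3 against SH3 by camera (adjusted p = 0.033 over 16 lists, but adjusted p = 0.58 with an estimated correlation), while limma called 0 of the 9, and 0 when adjusted over the list alone. Their median shift relative to all detected microRNAs was 0.45 there, and between 0.32 and 0.45 over the 8 scalings. At 7 dpo limma called 4 of the 9 lower than in SH7 (4 when adjusted over the list alone; 9 without LS7 replicate 1 and 2 without LS7 replicate 5 or SH7 replicate 1), camera gave no shift against other microRNAs (adjusted p = 0.69), and only 3 of the 8 scalings kept the direction of the relative shift.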

### Changes in microRNA expression are reflected in mRNA profiles

MicroRNAs mediate the post-transcriptional regulation of gene expression, and there is an inverse correlation between their expression and that of their mRNA targets [13], [14]. To confirm the effects that the observed microRNA expression changes had on the transcriptome, we assessed a list of microRNA targets, according to the miRanda algorithm (available at http://www.microrna.org/microrna/getDownloads.do) and the mRNA expression data from De Biase *et al*. [7]. These authors described spinal cord gene expression patterns at different times after mild, moderate and severe contusions. The injuries in the present study correspond to the mild and moderate lesions from the study by De Biase, according to the BBB scores. A general comparison between these microRNA and mRNA profiles showed that the microRNA downregulation following SCI in the present study is in parallel to the mRNA upregulation resulting from equivalent injuries (Figure 4).

**Figure 4:**
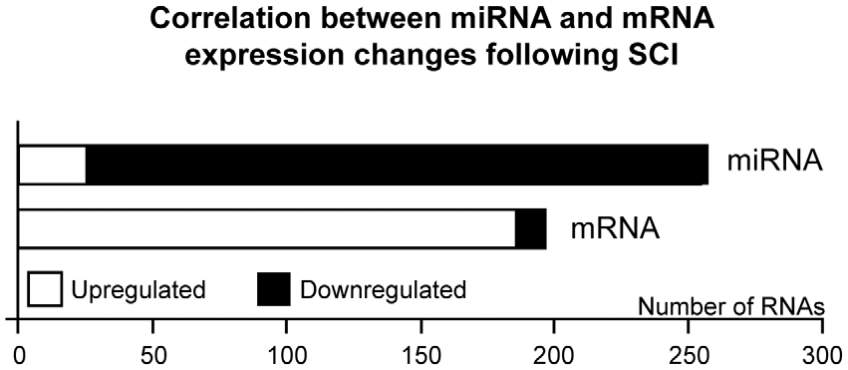
Negative correlation between microRNA and mRNA expression changes. Graph illustrating the relationship between the changes in microRNA and mRNA expression 7 days after injury. It clearly shows that mRNA upregulation parallels decreased microRNA expression. Numbers of upregulated and downregulated microRNA data according to the t-tests comparing the injured and sham animals at 7 days after SCI. The mRNA data correspond to the equivalent comparisons (mild plus moderately injured vs. sham at 7 dpo) from DeBiase *et al.* [7].

Considering only the expression changes occurring 7 days after SCI in the present study, 59 out of the 187 upregulated genes following moderate and mild injuries are targets of microRNAs that demonstrate significant expression changes relative to the control at 7 days postoperation (dpo). A two-tailed Fisher exact test showed that this number of microRNA targets was significantly greater than would be expected by chance (see Table 1). This test also demonstrated that the targets of 25 microRNAs with changes in expression at 7 dpo from our analyses were also significantly enriched.

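All 25 microRNAs of Table 1 were detected and 24 of them were variable. Against SH7, limma called 23 of the 24 lower in LS7 and 0 higher, with 1 that did not pass, and against CT the counts were the same. The median log2 change over the 25 from SH7 to LS7 was −2.02, between −3.40 and 0.16. Relative to all detected microRNAs the median was between −1.32 and −0.31 over the 8 scalings. At least 21 of the 25 lay below the median of all microRNAs with every scaling, while with 75th percentile scaling over the microRNAs detected on all arrays 16 of them lay below 0 and none was called lower. Of the 24, 4 were called lower in LS3 than in SH3 and 20 did not pass. The 4 calls were lost with scan day as a block, and without any 1 of LS3 replicates 1, 3 and 4 or SH3 replicates 1, 3 and 5. The study chose the 25 microRNAs from changes in the same samples, so the counts are not independent evidence.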

**Table 1:** Enrichment of microRNA targets 7 days after SCI.

	TNG	UP	%UP	Fp-val
**mRNA targets**	4315	59	1.367	<0.01
miR-103	359	7	1.950	<0.01
miR-107	359	7	1.950	<0.01
miR-10b	152	4	2.632	0.02
miR-128	331	8	2.417	<0.01
miR-133a	169	4	2.367	0.03
miR-138	308	9	2.922	<0.01
miR-145	299	6	2.007	0.02
miR-146a	268	5	1.866	0.04
miR-182	358	7	1.955	0.01
miR-185	522	8	1.533	0.03
miR-191	130	4	3.077	0.01
miR-219-2-3p	182	4	2.198	0.04
miR-300-5p	364	6	1.648	0.04
miR-325-3p	318	6	1.887	0.02
miR-329	200	5	2.500	0.01
miR-335	310	6	1.935	0.02
miR-340-5p	389	9	2.314	<0.01
miR-342-3p	229	5	2.183	0.02
miR-352	125	4	3.200	0.01
miR-376b-3p	214	6	2.804	<0.01
miR-382	246	6	2.439	<0.01
miR-494	316	8	2.532	<0.01
miR-7a	341	6	1.760	0.03
miR-96	237	5	2.110	0.02
miR-98	258	5	1.938	0.03
**Total mRNAs**	26379	187	0.709	

The table details the 25 microRNAs showing significant target enrichment among the mRNAs that were up-regulated 7 days after SCI according to De Biase *et al.* [7]. The p-values were calculated according to Fisher's Exact Test. TNG: total number of genes, UP: upregulated genes; %UP: percentage of upregulated genes; Fp-val: Fisher's exact test p-value.

To confirm this relationship, we used the methodology proposed by Cheng and Li [15] to infer microRNA expression changes from the mRNA expression data reported by De Biase *et al.* [7] to compare these results to our data. Using the data from these authors, the mRNAs showing significant changes in expression after mild and moderate lesions were used to predict the microRNAs potentially regulating these genes. According to these analyses, up to 21 microRNAs showed altered expression 24 hours after injury, and 14 were changed at 7 dpo (Table 2). A comparison between these identified microRNAs and those showing expression changes in the present microarray analysis revealed similar expression changes for miR-21 24 hours after SCI as well as for 4 other microRNAs, namely, miR-184, miR-340-5p, miR-369-3p and miR-466b, at 7 dpo (Table 2).

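Of the 21 microRNAs that Table 2 lists for 24 hours, the number called higher in LS1 than in CT depended on the scaling and was at most 16. Spike-in scaling gave a median change of 1.11 over all detected microRNAs, against −0.23 to 0.15 with the other scalings. Relative to all detected microRNAs the median of the 21 lay between −0.20 and −0.07 over the 8 scalings. The highest count therefore does not show a rise of these 21 in particular. With VSN the 21 gave 1 call, miR-21, higher by 1.80 (SE 0.33, adjusted p = 0.0025 from limma) with every LS1 animal above every CT animal. Relative to all detected microRNAs this change was 1.69, and between 1.36 and 1.79 over the 8 scalings. Of the 14 microRNAs listed for 7 dpo, 13 were detected and 11 were variable, and in LS7 against SH7 5 of the 11 were lower, 0 higher and 6 did not pass, whereas 75th percentile scaling over the microRNAs detected on all arrays gave 0 lower and 6 higher. MiR-340-5p was called lower in LS7 (−3.40, SE 0.72, adjusted p = 0.0012 from limma) and was detected in 1 LS7 and 5 SH7 animals. MiR-369-3p had a change of −2.55 (SE 0.38, adjusted p = 0.0002 from limma), with the same detection, and of 0.23 with 75th percentile scaling over the microRNAs detected on all arrays. As 4 of the 5 LS7 values of both lie under the limit of detection, the sizes of these changes are not measured. Relative to all microRNAs these 2 changes were −2.36 and −1.50 and kept their direction with all 8 scalings. MiR-184 and miR-466b did not pass the filter on the interquartile range and were not tested. Their log2 changes were −1.19 and −0.92, with every LS7 animal below every SH7 animal, or 0.89 and 1.03 with the same percentile scaling. Relative to all microRNAs they were −0.14 and 0.13, and neither kept its direction with all 8 scalings.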

**Table 2:** MicroRNAs with expression changes inferred from the mRNA data.

miRNA	p-val	P.A.	DPO
rno-miR-23a	0	no	1
rno-miR-23b	0	no	1
rno-miR-338	0.004	no	1
rno-miR-219-2-3p	0.014	no	1
rno-miR-494	0.015	no	1
rno-miR-181d	0.018	no	1
rno-miR-433	0.022	no	1
rno-miR-210	0.025	no	1
rno-miR-743b	0.025	no	1
rno-miR-138	0.026	no	1
rno-miR-181b	0.027	no	1
rno-miR-130a	0.027	no	1
**rno-miR-21**	**0.03**	**yes**	1
rno-miR-328	0.034	no	1
rno-miR-664	0.035	no	1
rno-miR-181a	0.038	no	1
rno-miR-132	0.04	no	1
rno-miR-342-3p	0.043	no	1
rno-miR-466c	0.046	no	1
rno-miR-325-3p	0.047	no	1
rno-miR-154	0.049	no	1
**rno-miR-369-3p**	**0**	**yes**	7
**rno-miR-466b**	**0.01**	**yes**	7
rno-miR-320	0.015	no	7
rno-miR-543	0.018	no	7
rno-miR-152	0.022	no	7
rno-miR-674-5p	0.023	no	7
rno-miR-500	0.027	no	7
**rno-miR-340-5p**	**0.037**	**yes**	7
rno-miR-210	0.039	no	7
rno-miR-19b	0.039	no	7
**rno-miR-184**	**0.039**	**yes**	7
rno-miR-130b	0.04	no	7
rno-miR-221	0.045	no	7
rno-miR-872	0.046	no	7

List of microRNAs with expression changes predicted from the mRNA data from De Biase *et al.* [7]. All listed changes are associated with significant p-values according to the methodology of Cheng and Li [15]. Predicted changes were compared with the actual changes observed in the present analyses, as indicated in the P.A. (present analysis) column. “Yes” corresponds to changes observed in the present analysis, and “no” refers to changes that were not identified. DPO: days post-operation.

### Is microRNA expression tissue- or species-specific?

MicroRNA expression is known to be tissue-specific, and it may also be species- and strain-specific [16]. Phylogenetic variations in microRNA expression and function may thus limit their potential therapeutic applications. To evaluate potential phylogenetic inconsistencies in expression, we compared our results to published data from analyses describing microRNA expression profiles in the spinal cords of different species [6], [17], [18], [19], [20], [21], [22]. These comparisons reveal that most of the microRNAs with the highest hybridization values in the spinal cord from our analyses were also found in the spinal cords or central nervous systems of rats and other vertebrates in previous studies (see file S4). We observed major agreement between the present results and the data from Liu *et al.* [6] for Sprague-Dawley rats; of the 35 microRNAs with the highest expression levels in control animals, 22 (63%) were among the 50 microRNAs with the highest expression levels from our analyses, and the other 13 (37%) were also detected but were present at lower levels. 

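In the CT animals the microRNAs were ranked by their mean log2 value over 5 arrays. Of the 35 microRNAs of Liu et al., 20 (57.1%) were among the 50 highest and all 35 were detected. The same 20 of 35 resulted from the authors' deposited values. Of the 45 microRNAs that File S4 lists for control animals, 43 were among these 50. The 50 included 26 rat microRNAs and 11 miRPlus sequences. The highest mean was that of miRPlus-E1078 (14.57 ± 0.41, SD, n = 5), followed by miR-125b-5p (14.36 ± 0.18) and let-7a (14.27 ± 0.54).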

Agreement was also observed when our data were compared to those from other vertebrate species, although the number of coincidences decreased. In these cases, approximately 20% of the microRNAs detected in the spinal cords of each of these species were not detected in the present study. These exceptions are shown in Table 3 and include, among others, the β catenin-related miR-200a and the cell-cycle regulator miR-663.

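Of the 45 names in Table 3, 36 had a probe of the same name on the array. With the limit of 2 SD above the negative controls in at least 3 animals of a group, 24 of these 36 were detected and 12 were not. At 3 SD 18 were detected. On at least 1 of the 35 arrays 31 were detected, and 5 were detected on none: miR-200a, miR-216b, miR-217, miR-431 and miR-663. Non-detection on an array limits the signal to that of the negative controls and does not show that a microRNA is absent.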

**Table 3:** MicroRNAs detected at the spinal cord of different vertebrates in previous studies [6], [17], [18], [19], [20], [21], [22] but not in the present study.

miRNA	rat	mouse	chicken	medaka	zebrafish
**miR-108**				X	X
**miR-128b**		X			
**miR-129**		X			
**miR-132**		X	X		X
**miR-137**					X
**miR-187**			X	X	
**miR-190b**				X	X
**miR-194**			X		
**miR-196a**					X
**miR-200a**			X		
**miR-202**		X			
**miR-205**			X		
**miR-206**			X		
**miR-210**				X	X
**mir-213**				X	X
**miR-216**					X
**miR-216b**				X	X
**miR-217**	X			X	X
**miR-221**			X	X	X
**miR-296**		X			
**miR-298**		X			
**miR-31**				X	X
**miR-324-3p**		X			
**miR-324-5p**		X			
**miR-326**		X			
**miR-328**		X			
**miR-346**		X			
**miR-351**		X			
**miR-370**		X			
miR-373*		X			
**miR-409-3p**		X			
**miR-423**		X			
**miR-430**				X	X
**miR-431**		X		X	X
**miR-433-5p**		X			
**miR-452**		X			
**miR-454a**					X
**miR-454b**				X	X
**miR-484**		X			
**miR-485-5p**		X			
**miR-500**		X			
**miR-638**		X			
**miR-663**		X			
**mir-7b**					X
**miR-92**		X	X	X	X

Note that no data from Liu *et al.* [6] are included in the table because some disagreements were observed among microRNAs with low expression but not among those with high expression (see supplementary table 1 from Liu *et al.*).

In contrast, microRNAs that were detected in the present study but not in previous studies (Table 4) include the Exiqon miR-plus probes as well as several newly released microRNAs, for which no previous data have been published, and more interestingly, the miR-451 cluster and miR-144, which are both important gene regulators of erythrocyte homeostasis and cardiomyocyte ischemia [23], [24].

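The 20 microRNAs of Table 4 with a probe were all detected, at 2 and at 3 SD above the negative controls. MiR-451 and miR-144, which erythrocytes carry, were among the 6 that differed between the injured groups of days 3 and 7. MiR-451 had a log2 value of 13.82 ± 0.85 (SD, n = 5) in LS3 and 10.55 ± 1.45 in LS7, a change of −3.27 (SE 0.63, adjusted p = 0.024 from limma). MiR-144 fell from 12.77 ± 1.08 to 8.44 ± 1.12, by 4.33 (SE 0.60, adjusted p = 0.0024 from limma). For both, every LS7 animal lay below every LS3 animal, and the direction held with all 8 scalings, also relative to all detected microRNAs (−2.62 and −3.68). The call of miR-451 was lost when any 1 of LS3 replicates 1, 3, 4 and 5 or LS7 replicates 2, 4 and 5 was left out. Its smallest change among these, −2.79, was that without LS7 replicate 5. Against SH7 the changes in LS7 were −2.35 (SE 0.56, adjusted p = 0.0024 from limma) for miR-451 and −3.26 (SE 0.63, adjusted p = 0.0008) for miR-144. The other microRNAs called between LS7 and LS3 were miR-486, miR-486-5p, miR-144* and miR-1253. MiR-486 was detected on 0 LS7 and 5 LS3 arrays and was at least 2.28-fold lower. Erythrocyte microRNAs (miR-451, miR-144 and miR-486 with their variant probes) were 1 of 12 lists fixed before the data were examined, and all 5 were called lower in LS7 than in LS3 (5 when adjusted over the list alone; camera adjusted p = 7.2e-06, but adjusted p = 0.58 with an estimated correlation; 1.4e-04 with scan day as a block). Of these 5 calls 1 was left without any 1 of LS3 replicates 3, 4 and 5 or LS7 replicates 2, 4 and 5, 2 without LS3 replicate 1 and 3 without LS7 replicate 3. The mean level of the list, relative to the mean of the array, was 1.25 ± 0.75 in CT, 1.34 ± 1.06 in SH3, 2.97 ± 0.71 in LS3, 1.64 ± 1.20 in SH7 and 0.32 ± 0.74 in LS7. LS3 exceeded CT and LS7 (exact permutation test, p = 0.0079 each, the smallest possible, adjusted p = 0.034 over 108 list comparisons). The difference from SH3 had an exact p of 0.032 and an adjusted p of 0.093, and that between LS7 and SH7 an exact p of 0.079. Relative to all microRNAs, the median of the list in LS7 against LS3 was −2.33, and between −2.50 and −1.31 over the 8 scalings.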

**Table 4:** Spinal cord microRNAs exclusively detected in the present study, in either control (un-operated) or sham animals.

miRNA	CT	SH1	SH3	SH7
**miR-1280**	X	X	X	X
**miR-1308**	X	X	X	X
**miR-144**				X
**miR-1826**	X	X	X	X
**miR-1827**	X	X	X	X
miR-467e*	X			
**miR-665**		X		
**miR-923**	X			
**miRPlus-E1013**	X	X	X	X
**miRPlus-E1024**	X	X	X	X
**miRPlus-E1078**	X	X	X	X
**miRPlus-E1100**	X	X	X	X
**miRPlus-E1103**	X	X	X	X
**miRPlus-E1117**	X	X		
**miRPlus-E1218**	X	X	X	X
**miRPlus-E1252**	X	X	X	X
**miRPlus-E1253**	X	X	X	X
**miRPlus-E1258**	X			
**miRPlus-E1290**	X	X	X	X
**miRPlus-F1003**	X	X	X	X

Expression changes were less similar between studies, even within the same species and at the same time after injury. A comparison between the most significant changes detected by Liu and colleagues [6] and the present data (Table 5) shows that may microRNAs found to have altered expression in Liu's study were not detected here (only 50% of the microRNAs altered at 1 dpo and 35% of those at 7 dpo). For the remaining comparisons, most of the observed changes identified by the current study agree with those from Liu *et al.* [6] (25% at 1 dpo and 35% at 7 dpo). 

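Of the 20 microRNAs that Table 5 lists for 7 dpo, 18 were detected and 17 were variable. Of the 17, limma called 1 higher and 7 lower in LS7 than in SH7, and 9 did not pass, whereas 75th percentile scaling over the microRNAs detected on all arrays gave 13 higher and 0 lower. Against CT the calls in LS7 were 2 higher and 4 lower, or 11 and 0 with that scaling. Of the 4 listed for 1 dpo, 2 were detected, and 1 of these was called higher in LS1 than in CT. MiR-290 had a change of −1.46 from SH7 to LS7 (SE 0.38, adjusted p = 0.0037 from limma), but of 0.66 with 75th percentile scaling over the microRNAs detected on all arrays. It was detected in 4 LS7 and 5 SH7 animals, and every LS7 animal lay below every SH7 animal. Relative to all detected microRNAs the change was −0.41, and between −0.62 and −0.16 over the 8 scalings. MiR-541 had a change of −1.90 (SE 0.31, adjusted p = 0.0004 from limma), but of 0.44 with the same percentile scaling, and was detected in 2 LS7 and 5 SH7 animals.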

Some microRNAs showed opposite trends as miR-290, which was shown to significantly increase at 7 dpo, according to Liu's [6] analyses, whereas miR-290 showed a significant decrease in the present study. The remaining microRNAs showed non-significant changes in the present study, although most of followed trends were similar to those observed by Liu and colleagues [6].

**Table 5:** Comparison between the microRNA expression changes described by Liu *et al.* [6] and those detected in the present study.

Expression changes respect to control/sham				
	1 dpo		7 dpo	
Name	Liu	Present	Liu	Present
rno-miR-130b			1.42	NE
rno-miR-146a			1.72	**INC S**
rno-miR-15b			1.15	DEC NS
rno-miR-17			1.74	INC NS
rno-miR-18a	2.71	NE	3.41	NE
rno-miR-200c			4.12	NE
rno-miR-206			3.26	NE
rno-miR-20a			1.69	NC
rno-miR-20b-5p			1.83	NE
rno-miR-21			1.37	**INC S**
rno-miR-214			2.01	INC NS
rno-miR-219-5p			−1.82	**DEC S**
rno-miR-221			1.1	NE
rno-miR-223	3.58	**INC S**	3.4	**INC S**
rno-miR-24-2*			2.41	DEC NS
rno-miR-290	3.66	INC NS	2.96	**DEC S**
rno-miR-378			1.31	INC NS
rno-miR-410			−1.21	NE
rno-miR-466b			3.05	**DEC S**
rno-miR-541			1.11	**INC S**
rno-miR-874	2,8	NE		

Data restricted to microRNAs with significant changes in expression (2-fold or greater) according to Liu *et al*. [6]. Expression levels at 1 and 7 dpo are compared to the expression levels from control and sham individuals in the present study and to the sham individuals in the Liu study. NE, not expressed; INC, increase; S, significant; NS, not significant; NC, no change. Bold type denotes agreement in significant changes between Liu's and the present study.

### MicroRNA profiling data are consistent and reproducible

We validated the changes in the levels of the microRNAs miR-21, miR-223, miR-146a, miR-219-5p, miR-29c, miR-468, miR-145 and miR-107 using Q-PCR. MicroRNAs miR-21, miR-223, miR-146a, and miR-219-5p showed significant expression changes in our study (identified with both a t-test and a Rank Product test) as well as in other reports [6], [25]. The microRNA miR-21, which was the most highly overexpressed microRNA at 7 dpo, has been shown to play a role in apoptosis [26], [27], [28]. Similarly, we analyzed proapoptotic miR-29c, which regulates p53-mediated apoptosis [29], as well as miR-145 and miR-107, which belong to the group of 25 microRNAs whose targets were significantly enriched in the mRNA expression patterns following spinal cord injury reported by De Biase *et al.* (2005). miR-468 expression was not significantly altered in the arrays and is included here as a methodological control. Among the microRNAs listed above, the miR-219-5p level was within the most reduced microRNA levels at 7 dpo from the array data. Furthermore, the microRNAs miR-21 and miR-223 have previously been reported to be overexpressed in other nervous system array studies [5], [25].

We validated the expression of these microRNAs using TaqMan Real-Time PCR at 3 and 7 dpo in injured and sham animals, and then we compared both of these expression profiles to those from control animals (no surgery prior to RNA isolation). We used the small RNA U87 to normalize the total RNA expression. 

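MiR-21 and miR-223, a microRNA of myeloid cells, rose after injury, and miR-219-5p of oligodendrocytes fell at 7 dpo. On the arrays, the fold of the mean over CT was 3.41 in SH3, 9.43 in LS3, 2.06 in SH7 and 9.88 in LS7 for miR-21, and 2.07, 6.22, 1.977 and 2.59 in the same order for miR-223. The change of miR-21 was 3.24 in LS3 (SE 0.32, adjusted p = 1.0e-05 from limma) and 3.30 in LS7 (SE 0.35, adjusted p = 5.0e-05). MiR-223 rose by 2.64 in LS3 (SE 0.38, adjusted p = 0.0009) and by 1.37 in LS7 (SE 0.40, adjusted p = 0.011). MiR-219-5p had a change of −0.69 in LS3 (SE 0.44, adjusted p = 0.55) and fell by 2.28 in LS7 (SE 0.47, adjusted p = 0.0023). MiR-29c had a change of −0.73 in LS3 (SE 0.35, adjusted p = 0.35) and fell by 1.86 in LS7 (SE 0.53, adjusted p = 0.010). These 4 microRNAs kept their direction with all 8 scalings. MiR-146a differed from CT by 0.27 in LS3 and 0.78 in LS7 (adjusted p = 0.79 and 0.085), and without LS7 replicate 5 its change in LS7 was 1.05 and passed. In LS7, miR-107 changed by −1.69, miR-145 by −1.55 and miR-468 by −1.17 (adjusted p = 0.0050, 0.013 and 0.011), whereas 75th percentile scaling over the microRNAs detected on all arrays gave 0.02, 0.42 and 0.53, and each was detected in 3 LS7 and 5 CT animals. At 3 dpo these 3 did not pass (−0.53, −0.65 and −0.31). Of the 8 microRNAs as a list, 1 was called higher and 5 lower in LS7 against SH7 (also when adjusted over the list alone), with no shift against other microRNAs by camera (adjusted p = 0.71, upward although the median was −1.55), and the study had chosen them from these samples.

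**Figure D2:**
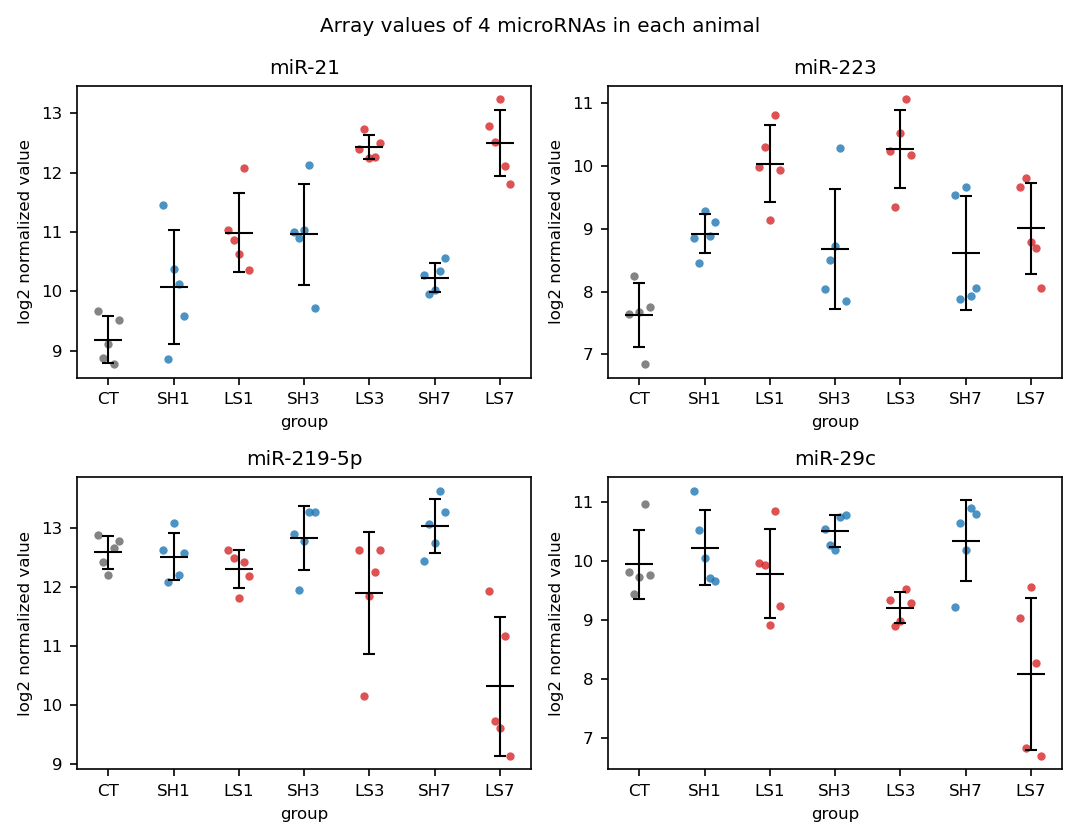
Log2 values (VSN) of miR-21, miR-223, miR-219-5p and miR-29c in the 7 groups, 1 point per animal, with bars for the mean ± SD (n = 5). MiR-21 rises from 9.19 in CT to 12.49 in LS7, and miR-219-5p falls from 12.59 to 10.32, with the same direction under all 8 scalings.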

Figure 5 presents the correlation between the microRNA expression patterns obtained from the array and the normalized Q-PCR data.

**Figure 5:**
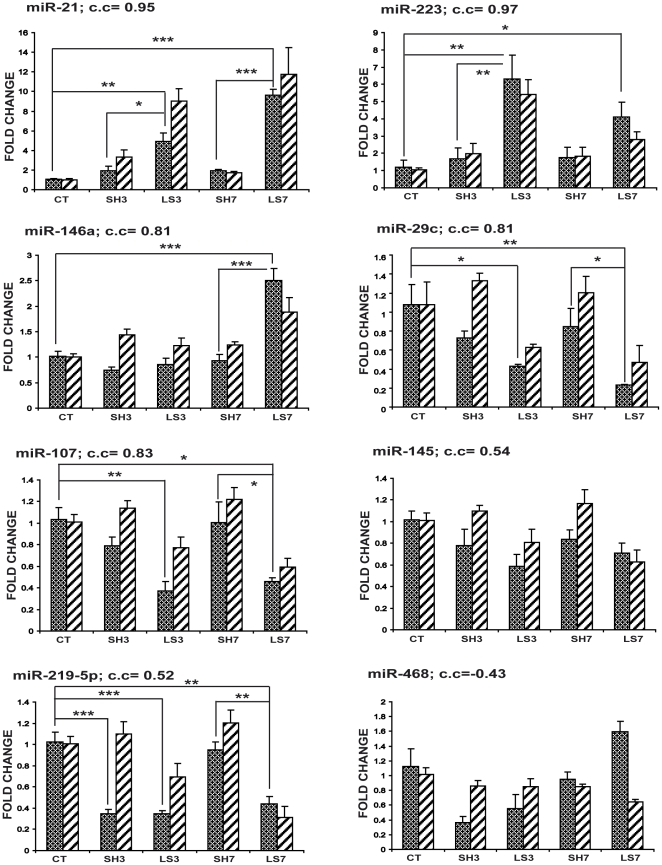
Temporal expression profiles of selected microRNAs. The expression levels of selected microRNAs were assessed using quantitative PCR (left columns) and compared with the corresponding microarray data (right columns) using a correlation analysis (c.c: correlation coefficient). The fold changes in the sham and injured experimental groups are with respect to the control group. The Q-PCR data were analyzed using a one-way ANOVA followed by a Tukey post-test. * = p<0.05; ** = p<0.01; *** = p<0.001.

The Q-PCR analysis from animals sacrificed at 3 days postoperation revealed that miR-21 and miR-223 are significantly upregulated in injured animals compared to both control and sham animals. For the microRNAs that were downregulated at 3 dpo, miR-29c and miR-107 were significantly repressed in the injured animals compared only to the control group, whereas miR-219-5p was significantly downregulated in comparison to both the control and the sham groups. For miR-146a and miR-145, no significant variations in expression were found, although there was a trend toward downregulation. When the changes in expression were analyzed at 7 dpo, miR-21 and miR-146a levels were found to be significantly increased at 7 dpo in comparison to the control and sham groups. Similarly, miR-223 levels significantly increased at 7 dpo compared to those of the control group but not compared to those of the sham group. Conversely, the expression of miR-219-5p, miR-107 and miR-29c were repressed at 7 dpo. For miR-219-5p, miR-107 and miR-29c, there was a strong repression in injured animals that was significant when compared to both the control and the sham animals. The expression level of miR-145 also showed a repression trend, although this was not significant (Figure 5).

### MicroRNAs affect several functions and pathways after spinal cord injury

Spinal cord injury affects different biological processes and pathways at different times after injury via changes in gene expression. To evaluate the influence of microRNA level on these gene expression changes, we employed two approaches based on the Gene Set Enrichment Analysis (GSEA). The first approach follows that of Gusev [30], [31] and refers to the targets of microRNAs that demonstrate significant changes in expression regarding the inferred Gene Ontology (GO) terms for biological processes. This method allows for the identification of GO terms that are significantly altered according to the observed microRNA expression differences between the control, sham and injured animals. The complete list of GO terms that were significantly enriched for each comparison and the number of microRNAs that were involved are included in file S5. The top 10 most significantly enriched terms for all comparisons included those related to homeostasis, responses to endogenous stimuli, transcription and the transmission of nerve impulses (see Table 6).

**Table 6:** Biological effects of the microRNA expression changes.

	comparisons					
GO term	C1	C2	C3	C4	C5	C6
GO:0051272∼positive regulation of cell motion	x					
GO:0010033∼response to organic substance	x	x	x	x	x	
GO:0030335∼positive regulation of cell migration	x					
GO:0015031∼protein transport	x				x	x
GO:0045184∼establishment of protein localization	x					x
GO:0016337∼cell-cell adhesion	x					
GO:0040017∼positive regulation of locomotion	x					
GO:0007156∼homophilic cell adhesion	x					
GO:0051270∼regulation of cell motion	x					
GO:0048878∼chemical homeostasis	x					x
GO:0042981∼regulation of apoptosis		x				
GO:0006350∼transcription		x	x	x	x	x
GO:0015672∼monovalent inorganic cation transport		x				
GO:0008104∼protein localization		x				x
GO:0050670∼regulation of lymphocyte proliferation		x	x			
GO:0045449∼regulation of transcription		x				
GO:0009719∼response to endogenous stimulus		x	x	x	x	x
GO:0007242∼intracellular signaling cascade		x		x	x	
GO:0031644∼regulation of neurological system process			x			x
GO:0051970∼negative regulation of transmission of nerve impulse			x			
GO:0044057∼regulation of system process			x			
GO:0050805∼negative regulation of synaptic transmission			x			
GO:0010648∼negative regulation of cell communication			x			
GO:0042698∼ovulation cycle				x		
GO:0019228∼regulation of action potential in neuron				x		
GO:0009725∼response to hormone stimulus				x	x	
GO:0007267∼cell-cell signaling				x		
GO:0050767∼regulation of neurogenesis				x	x	
GO:0042592∼homeostatic process					x	x
GO:0019226∼transmission of nerve impulse					x	x

List of the 10 Gene Ontology biological function terms that were most significantly enriched according to the targets of microRNAs with significant expression changes, according to the t-test analyses. The GSEA values were obtained using DAVID (http://david.abcc.ncifcrf.gov) algorithms. Comparisons are as follow: **C1**) Comparison between CT and LS1; **C2**) CT vs LS3; **C3**) SH3 vs LS3; **C4**) CT vs LS7; **C5**) SH7 vs LS7; and **C6**) LS1 vs LS7.

To further explore these data, we followed the method of Gusev *et al.* [31] and performed a hierarchical clustering using the comparisons as the samples and the numbers of microRNAs in each significantly enriched GO term as the variables (the data matrix is provided in file S5). The resulting heat map (Figure 6) shows a pattern with distinct, well-defined groups. The graph reveals a group located within the uppermost region (labeled group A), which included all GO terms that were altered in response to injury (with respect to the sham or controls), irrespective of the time point considered, as well as those altered between 1 and 7 days after injury. These 31 GO terms represent biological processes related to cell migration, neurotransmitter transport, transcription, responses to various stimuli and terms related to cell growth and adhesion. A second group (group M), which was located at the bottom of the heat map, included biological processes that were exclusively altered at 1 day after injury. These 4 GO terms are related to cell adhesion, muscle cell migration and the protein kinase B signaling cascade. Conversely, there was a large group of GO terms representing biological processes (group F, 204 GO terms) that were altered at 3 or more days after injury. This group includes GO terms related to responses to various extracellular stimuli, the regulation of cell death and apoptosis, negative regulation of nerve impulses, neuron differentiation, ion homeostasis as well as other aspects of the cell growth including cell size, proliferation, cell cycle or morphogenesis. Group C consisted of 54 GO terms that were altered as a result of the same comparisons as in group F but excluded terms corresponding to the comparison between LS3 and SH3. These GO terms that were altered in response to middle-to-late injury represented biological processes related to myelinization, neurogenesis, neuron differentiation, neuron projections, and vascularization, together with more general processes such as cell motion, cell growth and development. Group H includes GO terms that were altered in all comparisons involving LS7 individuals (*i.e*., LS7 individuals compared to the control, SH7 or LS1 individuals). The most remarkable terms represent neuron projection development, neuron migration, synaptic transmission and plasticity, and pain perception in addition to more general terms involving stimulus responses, morphogenesis and the regulation of cell differentiation. Group J includes GO terms that were altered 7 days after injury relative to the controls and shams (either at the same time or for each comparison) as well as the terms that were unique to the comparison between LS3 and SH3. These 61 GO terms are fairly diverse and are related to general biological processes, such as regeneration and cell division, as well as calcium ion and stress responses, immune responses and many others with little or no relation to nervous tissue. Another interesting group, labeled group K, includes terms that were altered based on the comparisons between the LS3 and LS7 individuals relative to the CT and sham individuals. This group includes GO terms related to glial cell genesis and differentiation, wound healing, regeneration, and the responses to various stimuli including cAMP.

**Figure 6:**
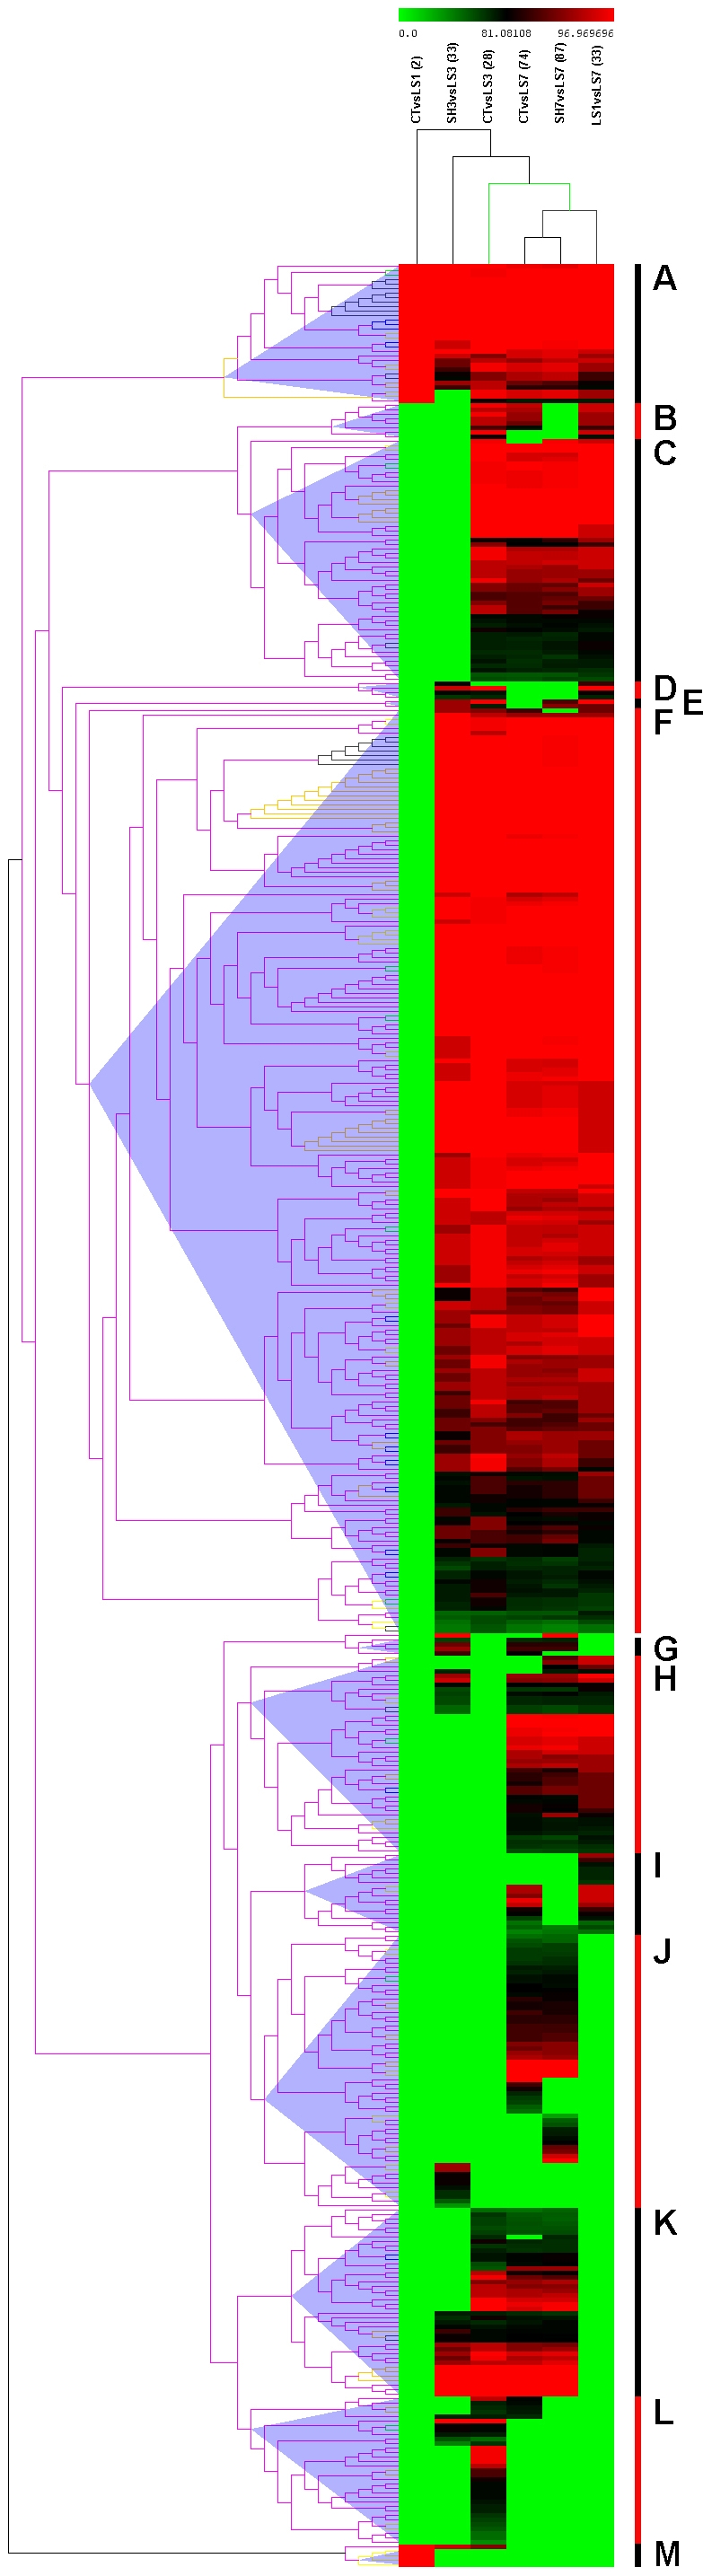
Functional involvement of microRNAs with expression changes. A heat map of unsupervised hierarchical clustering of all Gene Ontology (GO) categories obtained from an enrichment analysis of the microRNAs with significant changes among groups according to the t-test analyses. The GSEA values were obtained using DAVID (http://david.abcc.ncifcrf.gov) algorithms. The gradient represents the percentage of microRNAs targeting each category in each comparison. The GO terms included in each cluster (A to M) are detailed in file S5.

Similarly, we used IPA 5.0 (Ingenuity Systems, Redwood, CA) to predict molecular networks involving the altered microRNAs, their targets, and their related functions. The IPA analysis identified gene interaction networks related to biological processes (*e.g*., programmed cell death, organism injury, and transcriptional activation) that were associated with the differentially expressed microRNAs between the control and experimental groups. Detailed information for the resulting networks obtained using the IPA enrichment analysis is provided in file S6.

Following the IPA analysis, we observed that molecular networks with top-ranking IPA scores were mainly those involving the LS7 and LS3 groups. Interestingly, these results indicate that many top-ranked biological functions and diseases were associated with major post-injury events triggered by SCI. Hence, many networks related to cell death, inflammation, organism injury and nervous system development and function were generated, and the most relevant networks are depicted in Figure 7.

**Figure 7:**
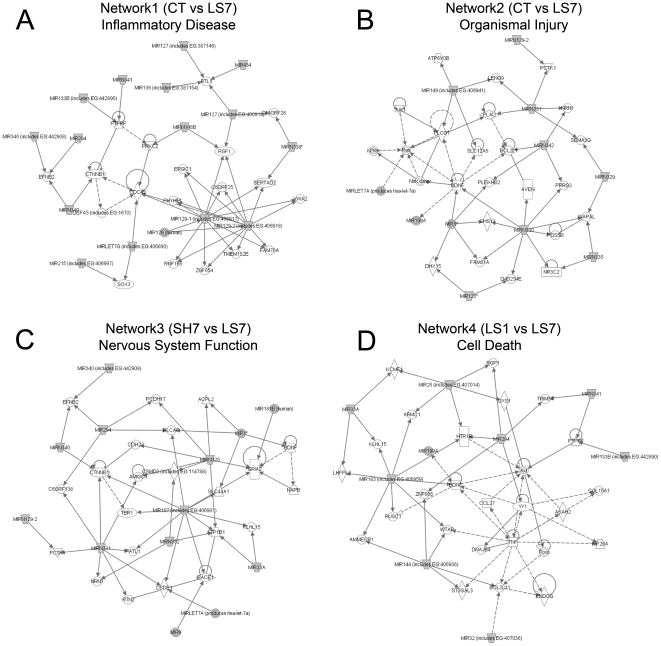
Selected networks affected by microRNA expression changes according to Ingenuity Pathway Analysis (IPA). Each node represents molecules (microRNAs, gene) and the biological relationship between two nodes is represented as a line. These networks include microRNAs with expression changes obtained by comparison of the injury 7dpo group (LS7) with respectively non-injured control group (CT)(network 1 and 2), Sham 7dpo group (SH7)(network3) and injury 1dpo (LS1) (network4). The top four functions associated with networks are (A) Inflammatory Disease, Cell Morphology, Cellular Assembly and Organization, (B) Organismal Injury and Abnormalities, Cardiac Damage, Cardiovascular Disease, (C) Nervous System Development and Function, Tissue Morphology, Cellular Development and (D) Cell Death, Nervous System Development and Function, Cellular Function and Maintenance.

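For the 12 microRNAs that the paper names as downregulated in its networks, 11 were detected and 10 were variable, and in LS7 against SH7 all 10 were called lower. Their median change relative to all detected microRNAs lay between −1.25 and −0.42 over the 8 scalings, and with 75th percentile scaling over the microRNAs detected on all arrays 5 of the 11 lay below 0. Let-7g had a log2 change of −2.34 (SE 0.41, adjusted p = 0.0004 from limma), with every LS7 animal below every SH7 animal. MiR-331 fell by 1.78 (SE 0.41, adjusted p = 0.0019), but rose by 0.47 with that percentile scaling, and was detected in 3 LS7 and 5 SH7 animals. The let-7 family was 1 of the lists fixed before the data were examined, and all 9 detected members were called lower (9 when adjusted over the list alone; camera adjusted p = 0.018, but adjusted p = 0.73 with an estimated correlation). Its mean level relative to the array was 4.31 ± 0.78 (SD, n = 5) in LS7 and 5.64 ± 0.16 in SH7 (exact permutation test, p = 0.0079, the smallest possible). The relative shift of the family was −1.21, and between −1.81 and −0.31 over the 8 scalings.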

We observed downregulation of microRNAs related to cell cycle genes such as *cdc42* (miR-LET7g) and *ctnnb1* (miR340, miR-331), which is consistent with many cell cycle-related genes that have been implicated in neuronal damage after spinal cord injury [8]. We also found that other genes related to inflammation or cell death within the same pathways were also targeted by microRNAs. For example, the regulation of NF-κB activation *in vivo* by PRKCZ (network 1) [32] is related to the downregulated miR-148b, and the downregulation of miR-133b and miR-341 is related to PTPRF (Figure 7, networks 1 and 4), the overexpression of which induces apoptosis independently of p53 through a caspase cascade that does not affect cell adhesion [33]. Similarly, several downregulated microRNAs were associated with genes participating in cell death process, such as *yy1* (miR-294) [34], the pro-apoptotic factor *bim* (miR-144), the pro-apoptotic *blcap* (miR-294), which stimulates apoptosis independently of p53 and NF-κB [35], and the anti-apoptotic factor Bcl-XL (miR-342) (Figure 7, networks 1, 3 and 4). It is interesting to note that some microRNAs found in the IPA networks have been implicated in the regulation of inflammation and cell death pathways. Specifically, miR-Let7a, miR-107, and miR-183 have been described as regulators of cell death, and miR-181b and miR199 are involved in the control of inflammation (see file S6).

Levels of chondroitin sulfate proteoglycans, which are neurite growth inhibitors present in scars surrounding injury, increased after SCI [36]. This increase functions to limit the regenerative process of the spinal cord. Interestingly, in network 2, we detected signaling components involved in extracellular matrix organization, such as PLAU (miR-331) and CHSY1 (miR-1*, miR-330).

In addition to these findings, the expression of growth factors as well as neuritogenic and axonal guidance molecules has also been described in the spinal cord following denervation or nerve injury [1]. According to the IPA networks (see Figure 7), the gene expression of many of these factors is related to different microRNAs, which are downregulated following SCI according to our analyses. Specifically, BDNF is related to miR-183, semaphorin 3 to miR-329 and miR-331, Neuritin-1/*nrn1* to miR-331 and miR-342 and Ephrin-B2/*efnb2* to miR-340 and miR-294. 

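MiR-183 was detected on 0 LS7 and 5 SH7 arrays, which makes it at least 1.54-fold lower with VSN, whereas 75th percentile scaling over the microRNAs detected on all arrays gave a log2 change of 0.98. That scaling subtracts only the local background, and the mean of the negative controls was 38.7 to 191 in LS7 and 15.6 to 47.25 in SH7. The value of 0.98 therefore does not show a rise. MiR-329 fell from 9.85 ± 0.30 (SD, n = 5) in SH7 to 7.71 ± 0.64 in LS7, a change of −2.14 (SE 0.35, adjusted p = 0.0003 from limma). This direction held with all 8 scalings, also relative to all detected microRNAs (between −1.54 and −0.42).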

The expression of these molecules involved in axonal targeting, neuronal survival and neurite outgrowth reflects the response of the spinal cord to damage and the initiation of repair.

## Discussion

MicroRNAs are small non-coding RNA molecules (18–24 nucleotides long) that regulate gene expression by interacting with specific sequences of target mRNA or promoters [13], [14]. These post-transcriptional regulators can be tissue- and cell–specific and serve to establish and maintain the characteristic protein expression profiles of distinct cellular phenotypes [37]. According to some studies, the CNS expresses more distinct microRNAs than any other tissue [18], [38], in accordance with the roles of these molecules in CNS development and neural function (see [39], [40] and references therein). MicroRNA dysregulation in the CNS is associated with neurodegenerative disorders, including Alzheimer's, Parkinson's, and Huntington's disease, as well as traumatic injury [37], [41], [42].

In this report, we describe the effects of moderate spinal cord injury on microRNA expression at the injury site 1, 3 and 7 days after the insult. Our analyses show that moderate SCI causes an extended microRNA dysregulation, which affects multiple processes that are in many cases related to secondary damage from SCI. The observed expression changes consist mainly of increasing numbers of down-regulated microRNAs, whereas only a few microRNAs appear to be upregulated. This pattern becomes apparent 3 days after injury and is evident at 7 dpo, whereas few changes are detected 1 day after injury. Progressive microRNA dysregulations have been previously described in contusive spinal cord injuries [6] and in the rat hippocampus following ischemia [43]. Moreover, Strickland and colleagues [44] observed a similar increase in the number of downregulated microRNAs up to 14 days after spinal cord injury.

Identifying the causes underlying the SCI-induced microRNA downregulation is complex due to the heterogeneous cell composition of the spinal cord and the multiple changes that take place after injury. Expression changes in heterogeneous tissues may be ascribed either to changes in gene regulation within a given cell type or to changes in the relative abundance of the expressing cell types [45]. 

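The mean deposited VSN value over all microRNA spots of an array was 6.989 ± 0.0393 (SD, n = 5) in LS7, 7.012 in SH7 and 7.012 ± 0.0174 in CT. LS7 and SH7 did not differ in this mean (2-sided exact permutation test, p = 0.20), and LS1 (7.054 ± 0.0208) exceeded CT (exact p = 0.0079, the smallest possible, adjusted p = 0.058 over 81 comparisons). After background subtraction and VSN the mean log2 value over all microRNAs was 4.934 ± 0.0815 in LS7 and 5.122 ± 0.047 in SH7 (exact p = 0.016, adjusted p = 0.086). VSN sets the level of each array from the spots that differ least between arrays, so that an equal mean does not show an equal total of microRNA.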

The observed microRNA underexpression cannot be directly linked to tissue loss because an equivalent amount of RNA is hybridized to the arrays to create comparable global microRNA hybridization signals (estimated as the mean expression value from all microRNA probes on each array; data not shown). After trauma, the spinal cord may experience changes in the relative proportions of different cell types due to the necrotic and apoptotic death of neurons and oligodendrocytes [46], [47] or to the infiltration of immune cells [2]. 

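MicroRNAs of neurons and of oligodendrocytes were lower in the injured cord at 7 dpo than other microRNAs were. They were 2 of 16 lists of microRNAs, of which 4 had been chosen by the study from these samples. The other 12 had been fixed before the data were examined, but after the paper's tables had been seen. In LS7 against SH7 all 14 variable neuronal microRNAs (16 detected) were called lower (14 when adjusted over the list alone; camera adjusted p = 0.0029), with a median change of −2.17, but of 0.21 with 75th percentile scaling over the microRNAs detected on all arrays. All 5 oligodendrocyte microRNAs were called lower (5 when adjusted over the list alone; camera adjusted p = 0.038), and their median was below 0 with all 8 scalings. With an estimated correlation no list passed in this comparison (lowest adjusted p = 0.73). MiR-124 had a log2 change of −2.63 (SE 0.40, adjusted p = 0.0002 from limma), miR-128 of −2.31 (SE 0.37, adjusted p = 0.0003), miR-219-5p of −2.72 (SE 0.48, adjusted p = 0.0005) and miR-338 of −2.64 (SE 0.41, adjusted p = 0.0002). For these 4, every LS7 animal lay below every SH7 animal, and all 8 scalings gave the same direction, also relative to all detected microRNAs. MiR-138 had a change of −1.77 (SE 0.42, adjusted p = 0.0022), but of 0.08 with normexp and quantile normalization. Each list was also averaged per animal relative to the mean of its array. The neuronal level was 1.12 ± 0.26 (SD, n = 5) in CT, 0.49 ± 0.32 in LS1, 1.27 ± 0.24 in SH3, 0.37 ± 0.20 in LS3, 1.32 ± 0.28 in SH7 and 0.29 ± 0.23 in LS7. LS3 and LS7 lay below CT and their shams (exact permutation test, p = 0.0079 each, the smallest possible, adjusted p = 0.034 over 108 list comparisons), and LS1 against CT had an exact p of 0.024 (adjusted p = 0.076). The oligodendrocyte level was 3.61 ± 0.38 in CT, 3.69 ± 0.18 in SH3, 2.91 ± 0.56 in LS3, 3.90 ± 0.30 in SH7 and 2.42 ± 0.51 in LS7, with the same p in the exact permutation test for LS7 against CT and SH7 and for LS3 against SH3, but not for LS3 against CT (exact p = 0.063, adjusted p = 0.14). Relative to all microRNAs the median shift from SH7 to LS7 was −1.13 for the neuronal and −1.60 for the oligodendrocyte list, and negative with all 8 scalings. With scan day as a block camera gave adjusted p of 3.7e-04 and 0.023. In LS3 against SH3, 5 neuronal microRNAs were called lower (14 when adjusted over the list alone; camera adjusted p = 1.0e-07, but adjusted p = 0.30 with an estimated correlation), 8 without LS3 replicate 2, 3 without SH3 replicate 2, 2 without SH3 replicate 4 and 0 without any 1 of LS3 replicates 1, 3 and 4 or SH3 replicates 1, 3 and 5. There, limma called 0 of the 5 oligodendrocyte microRNAs (2 when adjusted over the list alone; camera adjusted p = 0.033, but adjusted p = 0.47 with an estimated correlation).

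**Figure D3:**
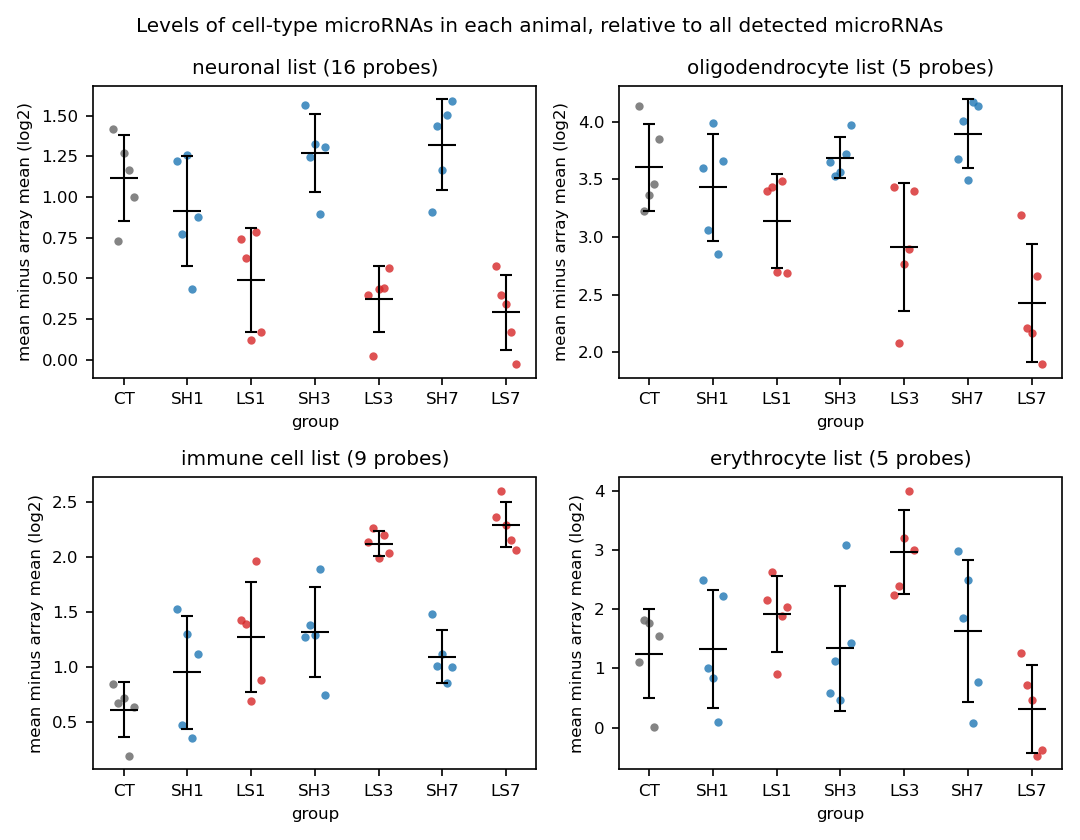
Mean log2 level of the neuronal (16 probes), oligodendrocyte (5), immune cell (9) and erythrocyte (5) lists minus the mean of the array, 1 point per animal in the 7 groups, with bars for the mean ± SD (n = 5). The neuronal level falls from 1.32 in SH7 to 0.29 in LS7 and the oligodendrocyte level from 3.90 to 2.42, with the same direction of the relative shift under all 8 scalings.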

The death of specific cell types may explain the downregulation of microRNAs that are associated with neurons, such as miR-124 and miR-128 [48], and those associated with oligodendrocytes, such as miR-219, miR-138, and miR-338 [49], [50]. 

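MicroRNAs of immune cells were higher than other microRNAs in the injured cord at 3 and 7 dpo. MiR-223, of neutrophils and other myeloid cells, differed from SH7 by 0.39 in LS7 (SE 0.45, adjusted p = 0.46 from limma) and from SH3 by 1.59 in LS3 (SE 0.46, adjusted p = 0.053), and Rank Product called it in both comparisons. Its change relative to all detected microRNAs was 1.44 and 1.85, and positive with all 8 scalings. In LS1 it exceeded CT by 2.41 (SE 0.33, adjusted p = 0.0003 from limma), and every LS1 animal lay above every CT animal. Immune cell microRNAs were a list fixed before the data were examined, but after the paper's tables, which name several members, had been seen. Of its 9 detected members, which include miR-21, 3 were called higher and 0 lower in LS7 than in SH7 (2 when adjusted over the list alone; camera adjusted p = 0.0017, with scan day as a block 4.4e-04, but adjusted p = 0.73 with an estimated correlation). In LS3 against SH3 the camera adjusted p was 4.2e-04, with 1 call (2 when adjusted over the list alone), but adjusted p = 0.30 with an estimated correlation. In LS3 against CT it was 9.4e-12, with 2 calls (6 higher and 1 lower when adjusted over the list alone), and this shift passed with an estimated correlation as well (adjusted p = 0.029), while without LS3 replicate 2 limma called 7. The mean level of the list relative to the array was 0.61 ± 0.25 (SD, n = 5) in CT, 1.27 ± 0.50 in LS1, 1.32 ± 0.41 in SH3, 2.12 ± 0.11 in LS3, 1.09 ± 0.24 in SH7 and 2.29 ± 0.21 in LS7. LS3 and LS7 exceeded CT and their shams at the smallest p of the exact permutation test (0.0079, adjusted p = 0.034). The median shift from SH7 to LS7 relative to all microRNAs was 1.20, and between 0.63 and 1.26 over the 8 scalings. At 3 dpo it was 0.88 against SH3 and 1.74 against CT, the highest of the 8 scalings, the lowest of which gave 0.21 and 0.72. The erythrocyte list had 1.60 and 1.66 there (1.09 and 1.18 at the lowest), with camera adjusted p of 1.9e-05 and 5.7e-07, but adjusted p = 0.30 and 0.25 with an estimated correlation, and −1.07 against SH7 at 7 dpo. Against SH3, limma called 3 of the immune list without LS3 replicate 2, 2 without SH3 replicate 4 and 0 without any 1 other animal. Of the list, miR-155 was called in LS7 against SH7 with a change of 0.74 (SE 0.29, adjusted p = 0.033 from limma). It was detected in 1 LS7 and 1 SH7 animal, so the size of this change is not measured. Its call was lost, at changes between 0.65 and 0.76, when any 1 of LS7 replicates 2, 4 and 5 or SH7 replicates 1, 2, 4 and 5 was left out.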

In parallel, the infiltration of immune cells, such as neutrophils and macrophages, may also explain the overexpression of miR-223 after spinal cord injury [25]. Thus, changes in the proportions of cell types present in the spinal cord can alter the microRNA expression pattern. However, this contribution is probably minor, as a major contribution would result in a generalized shift in microRNA expression rather than an extended downregulation of microRNA expression, as was observed in our study. In fact, according to previous studies [17], [18], [19], [21], [22], highly expressed microRNAs in the spinal cord or the CNS, such as miR-125b, miR-29a, miR-30b, and miR-9*, show sustained, high levels of expression before and after injury (see file S1), suggesting an overall preservation of the cell populations in the spinal cord. Additionally, changes in microRNA expression in these cells may also contribute to the observed profiles. 

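MiR-125b-5p, miR-29a, miR-30b-5p and miR-9* were detected on all 35 arrays. All 4 were called lower in LS7 than in SH7 with VSN, whereas the ratio to the red channel after loess placed all 4 above 0, at 0.21, 0.04, 0.06 and 0.32. The log2 changes with VSN were −1.73 (SE 0.38, adjusted p = 0.0014 from limma), −1.82 (SE 0.41, adjusted p = 0.0016), −2.06 (SE 0.47, adjusted p = 0.0017) and −2.01 (SE 0.46, adjusted p = 0.0018), in that order. Against the median of all microRNAs they were −0.68, −0.77, −1.02 and −0.96, and negative with each scaling other than this ratio. The 4 changes in LS3 against SH3 lay between −1.19 and −0.91 with VSN and none passed. Their mean log2 values in LS7 remained between 10.59 and 12.92. From the high levels of these microRNAs, the paper proposes that the cell populations of the cord were largely preserved.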

Global microRNA downregulation as a cellular response has been observed in cancers [51], [52], [53], in stimulated effector T cells [54], and in CNS neurons after exposure to noxious stimuli, both *in vivo* and *in vitro* [55]. Moreover, the observed correlation between low microRNA levels and high mRNA levels following spinal cord injury (see Figure 4) strongly supports microRNA regulation of mRNA levels, although we cannot rule out the effects of changes in the proportions of different cell types. Cells can also reduce microRNA abundance by blocking the required maturation machinery, e.g. inhibiting DICER or DROSHA expression. Recent evidence has shown that cancer cells [53] downregulate their microRNA network by targeting DICER through the overexpression of the microRNAs miR-103 and miR-107. However, this mechanism likely does not apply to the present case because miR-103 and miR-107 appear to be downregulated following injury, and previous studies have not found significant changes in DICER or DROSHA expression [7].

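MiR-103 fell from 9.79 ± 0.33 (SD, n = 5) in SH7 to 7.81 ± 0.89 in LS7, a log2 change of −1.98 (SE 0.40, adjusted p = 0.0010 from limma). MiR-107 fell from 8.85 ± 0.42 to 6.79 ± 0.88, by 2.06 (SE 0.41, adjusted p = 0.0008), and was detected in 3 LS7 and 5 SH7 animals. For both, every LS7 animal lay below every SH7 animal. The direction held with all 8 scalings, but the smallest changes were −0.10 and −0.01. Against the median of all microRNAs the changes were −0.93 and −1.02, and between −1.38 and −0.05 over the scalings.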

Reduction in microRNA abundance appears to be a general characteristic of cancer [51], [52], [53], [56], and it is also observed in response to noxious agents [57] and in some neuropathies [58]. MicroRNA downregulation in cancer cells induces tissue plasticity and fosters invasive and metastatic behaviors [53]. Similarly, global microRNA downregulation induced by DICER ablation precludes the differentiation of neural stem cells [59], [60] and the acquisition of myelinating phenotypes in oligodendrocytes [49]. In adult neural cells, induced microRNA reduction causes the death of mature neurons [61] and oligodendrocytes [62], alters the transcriptome of astrocytes such that they resemble more immature or reactive-like states [63], and can even lead to changes in neural plasticity associated with memory and learning ability [64]. Thus, global microRNA downregulation may underlie common processes observed after spinal cord injury, such as neural and oligodendrocyte cell death and astrocyte reactive gliosis, and may even be involved in neuronal plasticity.

We explored the functional roles of the microRNAs that are dysregulated after SCI using different bioinformatic approaches [30], [31], [65] based on the identification of Gene Ontology terms and signaling pathways potentially regulated by co-expressed microRNAs. These analyses revealed that changes in microRNA expression affect a large group of biological functions known to be altered following SCI [2], [47], including alterations in general processes such as transcription, cell growth, and migration. Specific analyses of microRNA expression that demonstrated altered expression at 3 or more days after injury indicate that these microRNAs may regulate key processes including cell death or apoptosis, nerve impulses, the cell cycle, wound healing, ion homeostasis, responses to external stimuli (including the immune response), myelinization, neural cell genesis and differentiation, and vascularization.

Among these functions, cell death due to apoptosis or other pathways is a hallmark of the pathophysiology of SCI [66], [67]. Unlike the necrotic cell death that accompanies the primary damage, apoptotic cell death is a gene-controlled event that is stimulated or inhibited by a variety of regulatory factors including several microRNAs [68]. Accordingly, our analyses suggest that changes in the expression of approximately 20 microRNAs at 3 and 7 days after spinal cord injury are involved in the regulation of cell death through different pathways, including those networks identified by the IPA analysis (Figure 7). A close inspection of the known effects of these microRNAs reveals a complex situation, involving expression changes that could potentially simultaneously stimulate and inhibit apoptosis (see Table 7). Apoptosis may be stimulated by the downregulation of up to 7 protective microRNAs as well as the upregulation of the pro-apoptotic miR-15b microRNA at 3 days after injury. Conversely, we would expect apoptosis to be inhibited by the downregulation of many pro-apoptotic microRNAs together with the upregulation of members of the miR-17-92 cluster. 

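Of the 25 microRNAs of Table 7, 24 were detected and 22 were variable. Of the 22, limma called 18 lower and 1 higher in LS7 than in SH7, and 3 did not pass. With 75th percentile scaling over the microRNAs detected on all arrays, 12 of the 24 lay below 0 and 6 were called higher. Among the pro-apoptotic microRNAs 11 of 11 were lower (11 when adjusted over the list alone; camera adjusted p = 0.023, but adjusted p = 0.73 with an estimated correlation). Among the anti-apoptotic ones 5 of 9 were lower and 1 was higher (the same when adjusted over the list alone; camera adjusted p = 0.93). The median shift of the pro-apoptotic list relative to all detected microRNAs was −0.81, but 0.01 with the ratio to the red channel after loess, and that of the anti-apoptotic list was −0.23 and kept its sign with 6 of the 8 scalings. Both lists were chosen by the study from the same samples, so these counts are not independent evidence. MiR-15b was higher in LS3 than in CT by 0.91 (SE 0.49, adjusted p = 0.44 from limma), above all CT animals in 4 of 5. Let-7a had a change of −2.29 from SH7 to LS7 (SE 0.46, adjusted p = 0.0010) and miR-98 of −2.18 (SE 0.41, adjusted p = 0.0007), with the same direction under all 8 scalings.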

The effect of changes in the expression of other microRNAs, such as members of the let7/miR-98 family, remains controversial because they display variable roles in apoptosis depending on the circumstances (see Table 7). According to previously published studies, most of these microRNAs regulate apoptosis through the p53 or AKT pathways or by silencing key apoptosis molecules, such as caspases 3 and 9, Fas/CD95, c-Myc, or several members of the BCL2 family of proteins. The roles of these microRNAs in secondary cell death should be accompanied by coherent changes in the expression of their apoptosis-modulating targets in the spinal cord. This would likely be the case for the observed increases in the expression of the cell death inducers caspase 3 [69], [70] and Fas [71], the expression of which parallels the decreased expression of their regulators, the let7/miR-98 family members miR-96 and miR-146a. Similarly, HSP70 has been shown to demonstrate a strong increase in expression peaking at 7 days after injury [69], which directly matches the reduced expression of its regulator miR-1 [72]. Additionally, the overexpression of the mitochondrial superoxide dismutase 2 gene (*sod2*) 7 days after injury [73], [74] is consistent with the downregulation of its modulator miR-145 [75]. More interestingly, the downregulation of the BCL-2-inhibiting microRNAs miR-1, miR-138, and miR-148b is broadly consistent with the increase in the number of BCL-2-positive cells present 3 days after injury ([76]; however, see [77]), although microRNA downregulation extends throughout the 7-day period after injury, which is typically a time when the number of BCL-2-positive cells is progressively reduced. Regulation of BCL-2 by miR-107 and other microRNAs was recently discussed in a profiling study by Liu *et al*. [6]. However, contrary to the current evidence, these authors observed a miR-107 upregulation 4 hours after injury, which they proposed should decrease BCL-2 levels and induce apoptosis. Disagreements extend to other cell death-related microRNAs that were reported by Liu [6] to demonstrate changes in expression that we were not able to detect (mir-137 and miR-672) or whose expression did not seem to change in the present study (miR-214, miR-30-3p, miR-235-3p, and miR-674-5p). The causes underlying these discrepancies with previous microRNA profiling studies may be related to strain differences or, more likely, to differences in the severity of the injury, as discussed below.

**Table 7:** Apoptosis-related microRNAs with significant changes in expression in the present study.

MicroRNA	Expression Changes	Targets, effects and references
*Pro-apoptotic*		
miR-1	D3, D7	BCL-2 [117], HSP60 and HSP70 [72], IGF-1 [118], [119]
miR-7	D3	EGFR regulating AKT pathway [120]
miR-15b	U3	BCL-2 [121], [122]
miR-29b	D3	MCL-1 [123], [124], activate P53 pathway [29]
miR-34	D3, D7	SIRT1 [125], BCL-2 [126],
miR-101	D7	MCL-1 [127]
miR-103/107	D7	CDK5R1 [128]
miR-138	D3, D7	BCL-2 [129]
miR-145	D7	c-Myc [130], see also [131] and [132]
miR-183	D7	PDCD4 inhibit TGF-beta-induced apoptosis by downregulation of PDCD4 [133]
miR-184	D7	AKT2 [109]
miR-204	D7	BCL-W, BIRC2 [134]
*Anti-apoptotic*		
miR-10	D7	BIM [135], [136]
miR-17-92 cluster (miR-17 & 20)	U3	BIM, E2F1 protective according to [139], [140]
miR-21	U3, U7	TPM1, PTEN [148], PDCD4 [98], pro-apoptotic [149]
miR-96	D7	FOXO1 [144], CASP-3, FADD [27]
miR-125b	D7	BMF [137], ERBB2, ERBB3 [138]
miR-146a	U7	FAS [141], promotes survival [142]
miR-191	D7	Inhibition causes death of cancer cells [143]
*Both pro-apoptotic and anti-apoptotic*		
Let7/miR-98 family	D7	CASP-3 [145], FAS [91], BCLXL [146], c-Myc [147]
miR-133b	D3, D7	CASP-9 [72], BCL-W, MCL-1 [150]

Expression changes, targets and references for the pro-apoptotic and anti-apoptotic microRNAs and those exhibiting dual roles are detailed. For each microRNA, the expression changes in the present study are detailed in column EC (expression changes; D corresponds to downregulation and U to upregulation at the indicated dpo).

Recent studies have provided compelling evidence that microRNAs are involved in the immune response [78], [79]. SCI triggers an inflammatory response that is initiated by an alteration of the blood-brain barrier and followed by the sequential infiltration of various peripheral immune cells, the activation of microglia and the subsequent induction of inflammatory pathways. According to our functional analyses, expression changes in several microRNAs may participate in these inflammatory events (Table 8), and they may either be associated with the invading immune cells or the modulation of inflammatory pathways. Upregulation of miR-223 is associated with the presence of neutrophils [25], [78], [79], which transiently infiltrate the spinal cord early after injury [2]. Sustained upregulation of this microRNA at 3 and 7 dpo could be the result of the persistent presence of T lymphocytes and macrophages in this area [80], although further confirmation of this hypothesis is required. 

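MiR-142-3p rose in LS1 against CT by 1.31 (SE 0.35, adjusted p = 0.032 from limma), and every LS1 animal lay above every CT animal. This call was lost when CT replicate 3 or 4 or LS1 replicate 1 or 2 was left out, at changes between 1.06 and 1.23. In LS3 against CT the change was 1.70 (SE 0.41, adjusted p = 0.056), called by Rank Product. Between SH7 and LS7 it was −0.55 (SE 0.44, adjusted p = 0.29), but 1.04 with normexp and quantile normalization, 1.13 with 75th percentile scaling over the microRNAs detected on all arrays and 1.35 with the ratio to the red channel after loess.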

T cell infiltration could also explain the observed upregulation of miR-142 expression, as this is a highly expressed and cell type-specific microRNA in these immune cells [54]. Microglia and monocyte activation upon injury may also be a consequence of the downregulation of miR-124 [81], otherwise a well-known neuronal microRNA [82].

**Table 8:** Inflammation-related microRNAs with significant changes in expression in the present study.

MicroRNA	Expression changes	Targets, effects and references
*Associated with immune cells*		
miR-124	D3, D7	In quiescent microglia [81]
miR-142	U1, U3, U7	In T-cells [54]
miR-223	U1, U3, U7	In neutrophils [151], particularly in SCI [25]
*Pro-inflammatory*		
miR-17-92 cluster (miR-17 & 20)	U3	PTEN [152], TGFBR2, pSMAD2, SMAD4 [92]
hsa-miR-106a	U3	IL10 [94], microRNA not described in rats
miR-124	D3, D7	IêBZ [153]
miR-181b	D7	CYLD [97]
*Anti-inflammatory*		
let7a	D7	IL-6 [85]
miR-9	D3, D7	NF-êB [89], [154]
miR-125b	D7	TNF alpha [86]
miR-146a	U7	TRAF6, IRAK1 promoting NF-êB [155], induced by NF- êB [95]
miR-199	D7	IKK β [90]
miR-15	U3	IKK α [156]
miR-223	U1, U3, U7	IKK α [156]
*Both pro and anti-inflammatory*		
mir-21	U3, U7	PTEN [97] activating NF-κB; PDCD4 [98] inhibiting NF- êB and promoting IL-10 [99], [100]

Expression changes, targets, and references are detailed for the microRNAs associated with immune cells, with pro-inflammatory or anti-inflammatory roles, or with dual roles. Column code abbreviations are the same as in table 6.

In addition to immune cell invasion or activation, the inflammatory response is modulated by a vast number of molecular immune mediators, such as cytokines (TNF-α, IL-6, etc.) chemokines, and growth factors [2], [83]. Key molecules in these inflammatory pathways are known to be targets of microRNAs that underwent changes in expression during our analyses (Table 8), suggesting that microRNAs may contribute to the regulation of the inflammatory response following SCI. For example, the increased levels of pro-inflammatory factors such as TNF-α [84] or IL-6 [8] following injury may result from the reduced expression of their regulators, miR125b and let7a, respectively [85], [86]. These and other pro-inflammatory cytokines released in the injured area [47], [87] induce inflammation through the NF-κB signaling pathway, which is also highly regulated by microRNAs [88]. In fact, our data suggest that a downregulation of miR-9 and miR-199 may contribute to inflammation by reducing the inhibition of NF-κB pathway genes, namely, *p50NFκB* or *ikkβ* [89], [90], [91]. Inflammation may also be induced through the inhibition of anti-inflammatory pathways, such as the inhibition of TGF-β pathway molecules pSMAD2, SMAD4, and TGFBR2 by members of the miR-17-92 microRNA cluster [92] or the silencing of the anti-inflammatory neuroprotective cytokine IL-10 [93] by hsa-miR-106a [94]. Conversely, changes in microRNA expression may reduce the activation of the inflammatory NF-κB Ρpathway; for example, this may have occurred via the decreased expression of miR-124 and miR-181b at 3 and 7 days after injury and the increased expression of miR-15, miR-223 and miR-146a (Table 8). 

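Of the 15 microRNAs of Table 8, limma called 1 higher and 7 lower in LS7 against SH7, and 3 higher and 5 lower in LS7 against CT. Against SH7, between 4 and 11 of the 15 lay below 0 over the 8 scalings. Table 8 gives 14 probes as a list, with 1 call higher and 6 lower (the same when adjusted over the list alone), no shift by camera (adjusted p = 0.60, upward although the median change was −0.82), and a median relative to all detected microRNAs of 0.22 that kept its sign with 4 of the 8 scalings. MiR-181b had a change of −2.40 (SE 0.41, adjusted p = 0.0004 from limma), with every LS7 animal below every SH7 animal and the same direction under all 8 scalings. MiR-146a differed from SH7 by 0.16 (SE 0.35, adjusted p = 0.71), and by −0.06 without LS7 replicate 1. Relative to all microRNAs its change was 1.20, and positive with all 8 scalings. MiR-199a-5p was higher in LS7 than in CT by 1.04 (SE 0.39, adjusted p = 0.036 from limma) with the same direction under all 8 scalings, a call that was lost, at changes between 0.85 and 1.00, when any 1 of CT replicates 1, 2 and 5 or LS7 replicates 3 and 4 was left out. Its mean was 6.95 in LS7 and 6.28 in SH7. The paper gives miR-199, under that name alone, as lower at 7 dpo, which is the other direction.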

Interestingly, miR-146a upregulation is driven by NF-κB, which in turn is negatively regulated by this microRNA [88], [95]. Thus, overexpression of miR-146a at 7 dpo may be a consequence of an increase in NF-κB on previous days [96], which in turn may have caused the inactivation of this pathway via a negative feedback mechanism. The inflammatory effects of miR-21 are less clear, as they exhibit both pro- and anti-inflammatory activities in the NF-κB pathway. MicroRNA miR-21 targets PTEN, a negative regulator of NF-κB [97], as well as PDCD4, which promotes NF-κB activation and inhibits the expression of IL-10 [98], [99], [100].

Changes in several of these “inflammatory” microRNAs after spinal cord injury have been described in previous studies. Nakanishi *et al.* [5] observed similar changes in miR-223 and miR-124 expression, which were also observed by Liu *et al.* [6], and these studies also identified coincident expression changes in miR-21, miR-146a, and miR-17, among others. These authors proposed that changes in other microRNAs may also modulate inflammation after SCI. 

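MiR-127, miR-181a, miR-411, miR-99a, miR-34a, miR-30b and miR-30c were all detected, and in LS7 against SH7 all 7 were called lower with VSN. Their log2 changes lay between −2.62 and −1.90. Relative to all detected microRNAs their median lay between −1.62 and −0.34 over the 8 scalings, and with 75th percentile scaling over the microRNAs detected on all arrays 5 of the 7 lay below 0 and none was called. MiR-127 had the change of −2.62 (SE 0.43, adjusted p = 0.0003 from limma) and was detected in 3 LS7 and 5 SH7 animals. Of the 7, 3 were called lower in LS3 than in SH3, miR-127 with −1.69 (SE 0.41, adjusted p = 0.040), a call that was lost, at changes between −1.84 and −1.61, when any 1 of LS3 replicates 1, 3 and 4 or SH3 replicates 1, 3, 4 and 5 was left out. MiR-127 belongs to the Dlk1-Dio3 cluster, a list fixed before the data were examined, of which 29 of 34 detected members were called lower in LS7 than in SH7 (30 when adjusted over the list alone; camera adjusted p = 7.0e-05, but adjusted p = 0.73 with an estimated correlation), with a median of 0.34 under the same percentile scaling. Its mean level relative to the array was −0.54 ± 0.13 (SD, n = 5) in LS7 and 0.40 ± 0.32 in SH7, and the relative shift of −1.10 was negative with all 8 scalings. All 5 detected members of the miR-30 family were lower (5 when adjusted over the list alone; camera adjusted p = 0.13), but the relative shift of this family was 0.14 with the ratio to the red channel after loess.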

In agreement with their results, we observed the downregulation of miR-127, miR-181a, miR-411, miR-99a, miR-34a, miR-30b, and miR-30c, which according to Liu [6] should lead to increased inflammation. On the contrary, other microRNAs identified by these authors, such as miR-152, miR-214, miR-206, and miR-221, either did not show significant expression changes or showed opposite behaviors in our analyses (such as the downregulation of miR-1). However, the putative roles of these microRNAs in inflammation are based on *in silico* predictions and thus lack direct evidence.

Inflammation is directly related to other important processes in SCI pathophysiology, particularly astrogliosis. Several microRNAs involved in inflammation have also been shown to undergo changes in expression following astrocyte activation *in vitro* [101], including the upregulation of miR-146 and the downregulation of miR-455, which is in agreement with our results. 

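MiR-455 was detected on 0 LS7 and 4 SH7 arrays, so its change at 7 dpo is not measured, and limma did not call it (adjusted p = 0.49).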

According to Sahni *et al.* [102], BMP-induced downregulation of the inflammatory miR-21 causes GFAP overexpression and astrogliosis following SCI. Surprisingly this microRNA clearly appeared to be upregulated after injury in the present study as well as in previous reports [6]. Astrocyte activation also seems to be promoted by the upregulation of miR125b, which leads to GFAP and vimentin overexpression and *cdkn2a* silencing *in vitro* [103]. However, mir-125b demonstrated significant downregulation after injury in the present study. It is possible that the changes in expression for both mir-125b and miR-21 observed in the present study are associated with an infiltration or a response by cell types other than astrocytes. More information is required to determine the precise roles of these microRNAs.

In addition to deleterious processes such as inflammation and cell death, trauma also triggers regenerative processes in the damaged spinal cord. In fact, following injury, the spinal cord displays an overexpression of growth factors (*e.g*., BDNF) and their receptors (*e.g*., trkB), as well as an overexpression of axonal guidance molecules (*e.g*., semaphorin 3) and extracellular matrix proteins (*e.g*., decorin, lumican and collagens) [104], which may promote cell survival and axonal regrowth. 

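MiR-195 had a log2 change of −1.59 from SH7 to LS7 (SE 0.40, adjusted p = 0.0029 from limma), but of 0.01 with normexp and quantile normalization, 0.21 with 75th percentile scaling over the microRNAs detected on all arrays and 0.02 with the ratio to the red channel after loess. MiR-30a had a change of −1.90 (SE 0.40, adjusted p = 0.0012), but of 0.13 with that ratio. Both were detected on all LS7 and SH7 arrays, and every LS7 animal lay below every SH7 animal.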

Our data provide evidence for the downregulation of the microRNAs miR195 and miR30a, which have been shown to target the growth factor BDNF [105]. According to our IPA networks, the downregulation of miR-183 could also promote BDNF expression (see Figure 7, network 4), whereas the downregulation of miR-329 and miR-331 may induce the overexpression of *sema3*. Moreover, the downregulation of miR-29, which is a modulator of ECM homeostasis [106], may induce the overexpression of key pro-regenerative matrix molecules, such as laminin, collagen, and fibronectin. Thus, the downregulation of each of these microRNAs may contribute to the regenerative processes taking place in the damaged spinal cord by promoting axonal targeting, neuronal survival and neurite outgrowth. However, the pro-regenerative miR-133b, which is a key determinant of the regenerative capability of zebrafish spinal cord neurons [107], also appears to be significantly downregulated following injury.

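MiR-29a, miR-29b and miR-29c were all lower in LS7 than in SH7 with VSN, whereas the ratio to the red channel after loess placed miR-29a and miR-29b at 0.04. MiR-29b had a log2 change of −1.88 (SE 0.53, adjusted p = 0.0056 from limma) and miR-29c of −2.27 (SE 0.53, adjusted p = 0.0019). As a list fixed before the data were examined, the 3 were called lower (3 when adjusted over the list alone) but not shifted against other microRNAs by camera (adjusted p = 0.33). The median shift relative to all detected microRNAs was −0.84, and between −1.46 and 0.12 over the 8 scalings. At 3 dpo miR-29c was called lower than in SH3 (−1.29, SE 0.29, adjusted p = 0.036), 3 of 3 were lower when adjusted over the list alone, and camera gave an adjusted p of 0.0042, but adjusted p = 0.30 with an estimated correlation. The call of miR-29c at 3 dpo was lost, at changes between −1.37 and −1.22, when any 1 of LS3 replicates 1, 3 and 4 or SH3 replicates 1, 3, 4 and 5 was left out.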

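MiR-133b fell by 1.01 from SH7 to LS7 with VSN (SE 0.34, adjusted p = 0.016 from limma), but had a change of 1.42 with 75th percentile scaling over the microRNAs detected on all arrays and of 0.17 with spike-in scaling. It was detected in 1 LS7 and 5 SH7 animals, so the size of its change is not measured and the positive values do not show a rise. With VSN 4 of 5 LS7 animals lay below every SH7 animal. Without LS7 replicate 4 the change was −0.83 and did not pass. Against the median of all microRNAs it was 0.03. The 3 detected microRNAs of muscle, a list fixed before the data were examined, were called lower (3 when adjusted over the list alone; camera adjusted p = 0.33), and their relative shift of 0.03 kept its sign with 6 of the 8 scalings.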

The profiles that were observed in the present study contrast with those reported from previous studies. Comparing our data to the results of Liu *et al*. [6], there are inconsistencies related to nearly half of the expression changes described by these authors, and this previous study did not observe the global microRNA downregulation following injury that was observed here. These differences are even more striking when our results are compared with those of Nakanishi *et al*. [5]. These authors identified only 5 upregulated and 5 downregulated microRNAs following injury, which is in clear disagreement with the hundreds of downregulated microRNAs that were identified in the current study. There are fewer differences between our study and a recent study by Strickland *et al*. [44], who also observed an extensive microRNA downregulation. Several factors may contribute to these differences. MicroRNAs exhibit species- as well as strain-specific expression patterns [16] that may contribute to the observed differences between studies. However, the comparisons that were made to data from previous studies revealed a general agreement in terms of the spinal cord expression patterns discovered for vertebrates, suggesting that phylogenetic differences do not cause significant changes in microRNA expression. In addition, methodological aspects such as the injury type and severity, the microarray procedures or the data analysis may also contribute to such differences. Leaving aside aspects related to microarray hybridization and data analysis, which are far beyond the scope of this article, the injury model is likely responsible for many of the observed differences in microRNA expression patterns. Severity and injury type strongly determine the pathophysiology and functional outcome of SCI [7], and these are reflected in the gene expression pattern. In fact, according to the data from De Biase and colleagues [7], mild and moderate contusion injuries induce a strong increase in the number of up-regulated genes 7 days after trauma, whereas down-regulated gene expression predominates following severe injury. A similar conclusion was reached by Strickland *et al*. [44], who reported a significant correlation between BBB functional score and the expression levels of specific microRNAs (miR-129-2 and miR-146a). SCI severity has been shown to determine the timing and degree of neutrophil infiltration [108] as well as the expression profile of miR-223 following SCI [25].

Despite extensive disagreement, several microRNAs showed concordant changes in expression across studies; these included the upregulation of miR-223 and miR-21 and the downregulation of miR-124 and miR-219, which were observed in most, if not all, of the examined studies. Moreover, the microRNAs miR-103, miR-107, miR-133a, miR-145, mir146a and miR-98, which presented altered expression at 7 days after SCI in both Liu's study [6] and ours, demonstrated significant alterations in the expression of their targets, according to De Biase *et al*. [7]. 

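MiR-103, miR-107, miR-133a, miR-145, miR-146a and miR-98 were all detected. Of these, 5 were called lower in LS7 than in SH7 with VSN and miR-146a did not pass. The median change of the 6 was −1.97, between −2.18 and 0.16, and with all 8 scalings 5 of the 6 lay below the median of all detected microRNAs. Over these scalings between 3 and 5 of the 6 lay below 0. In all, 1 of the 6 was called lower in LS3 than in SH3. This call was lost with scan day as a block, and without any 1 of LS3 replicates 1, 3 and 4 or SH3 replicates 1, 3 and 5.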

The microRNA expression changes that were observed in this study are also in agreement with those predicted from the mRNA data of De Biase and colleagues [7]. These analyses identified four microRNAs with expression changes at 7 dpo; these included miR-340-5p and miR-369-3p, which are both involved in proliferation and adipogenic differentiation, as well as the proapoptotic miR-184 [109] and miR-466b. It may be surprising that only four microRNAs out of the 35 microRNAs inferred from the changes in gene expression levels (see Table 2) are confirmed in the present analysis. However, according to Cheng and Li [14], one of the advantages of the computational method employed is that the expression changes of the target genes for a given microRNA reflects its effective regulatory activity change rather than expression change (since the expression level of a microRNA may not reflect its ability to down-regulate target genes). Thus, microRNA expression levels measured by microRNA microarrays may reflect microRNA abundance but not the actual regulatory activities of the mature microRNAs. However, and taking together the experimental and probabilistic computational approaches, these microRNAs can be highlighted as those playing a confirmed role in this model of spinal cord injury.

In the present study, we evaluated microRNA expression profiles using a rat contusive spinal cord injury model and described a global, progressive downregulation of microRNA expression following SCI, which parallels a previously observed mRNA upregulation. The expression changes identified in this study involved many microRNAs that had previously been reported to fluctuate following SCI, although many discrepancies between studies were also present. The biomathematical analysis of these data allowed us to recognize the implications of many of these microRNAs in the diverse biological processes triggered by SCI. We have described several novel changes in microRNA expression following SCI that require additional analyses for validation and to unravel their functional roles. This study and future analyses will contribute to furthering our knowledge of the mechanisms regulating SCI pathophysiology.

## Materials and Methods

### Ethical Statement

All animal procedures were performed in accordance with the normative R.D. 1201/2005 10-10 from the Spanish Ministry of the Environment and the Agriculture Council of the Castilla-La Mancha animal ethics committees and were approved by the ethical committee at the Hospital Nacional de Paraplejicos. The laboratory animals employed in this study were acquired and cared for in accordance with the guidelines published in the NIH Guide for the Care and Use of Laboratory Animals and the principles presented in the “Guidelines for the Use of Animals in Neuroscience Research” by the Society for Neuroscience. All efforts were made to minimize suffering as well as the number of animals used. The Approval Committee Identification Numbers obtained for the development of this study are 28/2007, 46/2008 and 42/2008.

### Surgical methods and sample collection

Adult, female Wistar rats weighing approximately 200 g were used for all experimental procedures. These animals were divided into three distinct groups: one group without surgery prior to extraction (control group), one group given laminectomies with contusions (injured), and one group given only laminectomies (sham). Injured and sham animals were sacrificed at 1, 3, and 7 days postoperation (dpo). Each group was composed of 5 animals. Animals were anesthetized with intraperitoneal sodium pentobarbital at 40 mg/kg (Dolethal, Vetoquinol, Lure Cedex, France). Contusion was performed at vertebral thoracic level 8 (T8) using an IH Spinal Cord Impactor from Precision System and Instrumentation, LLC, Va, which induced an impact of 200 kilodynes. Medullar fragments 1 cm long, which were centered on the injury, were extracted after the animals were sacrificed. These fragments were maintained in RNAlater buffer (Qiagen) until RNA purification. A second set of animals was treated in parallel to assess histopathology. For this purpose, the animals were anesthetized and transcardially perfused with saline and 4% paraformaldehyde at postoperative time points indicated above. Spinal cord fragments were removed and embedded in O.C.T.™ (Tissue-Tek). Cryosections that were 20 µm thick were stained with Eriochrome/cyanine, according to standard procedures.

### RNA isolation and quality evaluation

Total RNA was extracted using the Qiazol Lysis Reagent (Qiagen, Valen, CA, USA) and purified using the miRNeasy isolation kit (Qiagen). The total RNA concentration was determined by ultraviolet absorbance at 260 nm, and purity was determined with the 260/280 and 260/230 nanometer ratios using a NanoDrop ND 1000 spectrophotometer. RNA integrity was determined according to the electropherogram, and the derived RQI (RNA Quality Indicator) index values were obtained using the Experion microcapillary electrophoresis system (Bio-Rad). Only samples with RQI values over 7.5, *i.e.* those with well-defined electropherograms, and samples with 260/280 and 260/230 ratios between 1.8 and 2.2 were used for the subsequent analyses.

### Microarray hybridization

Total RNA from the 35 animals included in the analysis was hybridized to miRCURY LNA ™ microRNA arrays (Exiqon) containing probes for all microRNAs included in version 11.0 of the Sanger mirBASE. RNA preparation, hybridization, staining, and scanning of the microRNA arrays were performed according to Exiqon protocols. Briefly, 1 µg of total RNA was labeled with Hy3 dye (Exiqon) and hybridized to the miRCURY microarray in a hybridization oven (Shel Lab, Agilent Technologies) with rotation at 20 rpm and 65°C, using Surehyb hybridization chambers (Agilent Technologies). Internal controls were spiked to control for proper hybridization, washing and scanning. The microarrays were scanned, and their signals were analyzed at the Functional Genomics facility of the Scientific Park of Madrid using an Axon GenePix 4000B microarray scanner (Axon Instruments) and the Axon GenePix Pro software with the corresponding GAL files (miRCURY LNA microRNA Array, v.11.0; hsa, mmu & rno, Exiqon). Microarray scanning was performed within the first 6 hours after hybridization to minimize possible bleaching bias. The resulting hybridization values were uploaded to the GEO database (http://www.ncbi.nlm.nih.gov/geo/), where they may be queried under accession number GSE19890. All data are MIAME-compliant.

### Microarray data analysis

Prior to each analysis, quality controls were performed on the arrays images and data. The presence of scratches or staining or hybridization artifacts on the arrays was assessed by visual inspection of the images, which was complemented using background, M, A and M vs. A plots from the marray package in R [110]. Arrays showing significant scratches, dye problems, or bias were discarded, and the samples were reanalyzed using new arrays.

Microarray hybridization data stored as .gpr files by the GenePix software were employed to estimate microRNA expression in each sample. A microRNA was considered to be expressed when its corresponding probes showed hybridization signals 2 standard deviations above the background level. MicroRNAs were excluded from further analyses if they were not considered present in at least 3 individuals from at least one experimental group. Hybridization data were normalized according to the Variance Stabilization Normalization method proposed by Gusev [111] and implemented in the vsn package of R. Because Exiqon microarrays contain 4 replicates for each probe, the median of these four values was used as the estimate of the expression value. The median was employed to minimize the effect of anomalous values on expression estimation.

Global microRNA expression was explored using hierarchical clustering (HC) and the principal component analysis multivariate techniques implemented in the application MeV vs. 4.5.1 from the TM4 microarray software suite [112], [113]. For HC, Euclidean distance metric and average linkage clustering method were employed.

Comparisons of the microRNA expression patterns among groups were performed using both parametric and non-parametric methods. First, the normalized values were filtered using the R package *Genefilter* to eliminate invariant microRNAs, *i.e.*, those with gene expression without an interquartile range above 0.5 for all samples. Parametric comparisons were performed using a paired Student t-test analysis together with a Bayesian inference of variance, according to the methods implemented in the Limma package [114]. The Limma application allowed for the estimation of the fold change and its significance according to the Student t-test and the False Discovery Rate developed for multiple hypothesis testing [115]. Non-parametric comparisons were performed using the Rank Product test implemented in the RankProd (v.2.8.0) package of R.

Comparisons regarding the microRNA changes in expression related to the observed variations in their target mRNAs were performed using lists of differentially expressed microRNAs from the present study, and the mRNA expression profiles were obtained from the supplementary material of De Biase *et al.* [7]. MicroRNA activity was studied for the list of mRNAs that demonstrated significant changes in the injured rats after 1 or 7 days following moderate and mild contusions. The matrix comprising the predicted binding affinity scores for all rat microRNAs, according to the miRanda prediction algorithm, was obtained from the miRNAMap database (http://mirnamap.mbc.nctu.edu.tw/html/downloads.html). We first applied Fisher's Exact Test for each differentially regulated microRNA to determine whether the number of differentially regulated predicted target mRNAs was greater than would be expected by chance (p<0.05). We also evaluated correlations between microRNA and mRNA expression, according to the method developed by Cheng and Li [15]. Statistical calculations for this approach were computed using the C++ winmir program [15], which is available at http://homes.gersteinlab.org/people/cc59/InferMiRNA/infermir.html).

Differentially expressed microRNAs, according to the different comparisons and methods applied, were used to infer their biological functions and generate molecular networks according to the enrichment analyses of Gene Ontology (GO) terms and Ingenuity Pathways (Ingenuity Systems, version 7.6; www.ingenuity.com). GO analysis was conducted using the approach proposed by Gusev [30]. Targets for microRNAs showing significant expression changes were obtained from the miRNAMap database (http://mirnamap.mbc.nctu.edu.tw/html/downloads.html). The resulting list of genes was employed to conduct a Gene Ontology Enrichment Analysis using DAVID bioinformatics resources (http://david.abcc.ncifcrf.gov; see [116]) using all genes in the rat genome as a background. Biological Process and Molecular Function GO terms with FDR-corrected p-values below 0.05 were selected. According to the methods of Gusev [30], these sets of overrepresented GO categories were filtered to select only those that were targeted by 100% or over 50% of the microRNAs in each comparison.

Ingenuity molecular networks and function and disease nets were created based on the data concerning microRNA and mRNA expression and significant expression changes identified by previous analyses. Here, the networks represent a highly interconnected set of molecules derived from the input data set. Biological functions and processes were attributed to networks by mapping the molecules in the network to functions in the Ingenuity ontology and by performing a right-tailed Fisher's exact test to determine the significance (p-value) of any over-representation of proteins for a function compared to the result expected for a random set of proteins. The top-ranked biological functions were those with the lowest p-values.

### Real-Time PCR

TaqMan Real-Time PCR with the 2 ^−ΔΔCt^ relative quantification method was performed using a Taq-Man 7900HT Fast Real-Time PCR system (PE Applied Biosystems). The endogenous control for normalization was U87 RNA, and the calibrator sample was the average of the group controls (no surgery before extraction). TaqMan assays containing primers and TaqMan probes and the TaqMan microRNA Reverse Transcription kit were provided by Applied Biosystems and were used according to the manufacturer's instructions. Briefly, 10 ng of total RNA was used in the reverse transcription reaction, and approximately 2 ng from that reaction was used for subsequent amplification. The Real-Time reaction was performed using 5 samples per experimental group, consisting of those that both were and were not included in the arrays, and each sample was run in triplicate. The reactions were programmed in the 9600 emulation mode, and the steps consisted of one cycle for 10 min at 95°C, 40 cycles for 15 sec at 95°C, and one final cycle for 60 seconds at 60°C.

## Supporting Information

File S1 **Excel workbook containing raw, vsn normalized and filtering microRNA expression data.** The excel workbook contains 4 worksheets. First worksheet details the untreated hybridization raw data for all probes in the array. The first 4 columns detail the position information of the probes in the array (ID: identity number, Blk: array block, Col: vertical coordinate within block, Row: horizontal coordinate within block). Each individual is coded as its experimental group X individual number. The second worksheet details the VSN normalized values and the criteria used to filter undetected and invariant data. Array and individual codes are represented as in previous spreadsheet. Filter codes indicate D.F.: detection filter (yes = detected, no = non-detected); IQR>0.5: variability filter (yes = probes showing more than 0.5 interquartilic range across all individuals, no = probes with IQR below 0.5); Both: probes that pass both filters (yes) or not (no). The third worksheet shows the vsn normalized values for all probes passing both filters. The forth worksheet shows the vsn normalized data for all detected and variant microRNA after computing the median value of the repeated probes for each microRNA.
(XLS)

File S2 **Excel worksheet detailing the loadings for each microRNA expression value in the 3 first components obtained after Principal Component Analysis.** Analyzed data correspond to the vsn normalized expression values of the 463 microRNA showing detectable and variable expression.
(XLS)

File S3 **MicroRNA expression changes after spinal cord injury.** Excel workbook detailing the changes in microRNA expression after SCI according to parametric (t-student plus FDR adjustment) and non-parametric (Rank Product) methods. The **first worksheet** shows all significant expression changes of the analyzed microRNAs and comparisons (LS: injury, SH: sham, CT: control). Comparisons as detailed in figure 3A. The **second worksheet** shows the microRNAs showing significant changes in different comparisons according to both parametric and non-parametric tests.
(XLS)

File S4 **Excel worksheet comparing the data of the microRNA with the highest expression levels according to our studies and from previous studies on vertebrate microRNAs** [**6]**, [17], [18], [19], [20], [21], [22****] **.** Data from the present analysis are shown in columns 1 to 9. Columns 2 to 8 indicate the microRNA with the highest expression in control, sham and injured animals of the present study. Column 9 indicates the detection (P) or not (A) of the different microRNA in our microarray analysis.
(XLS)

File S5 **Excel worksheet detailing the enriched GO terms targeted by miRNA with significant expression changes across comparisons.** The first worksheet (Enriched GO terms) details the significantly enriched GO terms for all comparisons. The table details the probability (p) and the number of miRNAs targeting each GO term respect to the total number of miRNAs targeting GO terms in a particular comparison (#M). The second worksheet (percentages matrix) shows the percentage matrix employed in the cluster analyses. Percentages correspond to the percentage of the total number of miRNA with significant expression changes in a given comparison targeting a specific GOterm. The third worksheet (clusters) details the GO terms in the different clusters according to the hierarchical clustering analyses (codes A to M correspond to the cluster identified in figure 6).
(XLS)

File S6 **Excel worksheet detailing the most relevant networks associated to the present microRNA expression changes according to IPA analysis.** First column details the groups under comparison, second column describes the functions associated to each molecular network; score denotes the value of the IPA score (similar to the fisher exact test); and the last column detail the set of molecules included in each network. These networks are depicted individually in distinct excel sheet. Networks with comparisons in bold type are illustrated in figure 7.
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

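Total RNA from the injured segment of the spinal cord of 35 rats was hybridized to microRNA arrays, 1 animal per array, in 7 groups of 5: uninjured controls, rats contused at 200 kdyne and rats with laminectomy alone, the injured and sham groups at 1, 3 and 7 days. The sample labels give group, day and replicate, and no animal was left out. The paper calls its t-test paired, but its groups hold different animals and neither the paper nor the labels say what a shared replicate number would stand for, so groups were compared without pairing, and a block of the replicate number was an alternative.

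The deposited value table holds 1 log2 value for each of 7091 spots of 1773 names, the 7 names of negative control probes included, on each of the 35 arrays. Per the methods and the series description, these log2 values were made by the authors by VSN normalization of the scanned signal. When checked against the scanner files, each array of the table followed the green foreground median in the same order without background subtraction, except for LS7 replicate 4 and SH7 replicate 1, whose scanner files hold other values than the table. The scanner output files hold the intensity values of 9360 spots per array as deposited, read by the authors with the scanner software as foreground and local background medians of a green (532 nm) and a red (635 nm) channel with no normalization. The same files, per the file headers, give a quality score per spot from the scanner software, in which −100 stands for a spot marked bad and −50 for a spot not found. The headers of the supplementary sheet of raw values name other animals than its columns hold, so that sheet was not used. The paper's text does not say which sample the red channel holds.

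For the main values the local background median was subtracted from the green foreground median, spots marked bad (−100) were left out, and VSN was fitted across the 35 arrays on the microRNA spots with 0.9 of the spots kept in the trimmed fit and no strata. VSN was written out in Python from its published likelihood, because the package was not available, and was tested on simulated data. The median over the spots of a name, mostly 4, was the value of a microRNA. A microRNA was detected on an array when more than 0.5 of its spots lay above the mean of the 28 negative control spots plus 2 SD, and in the study when it was detected in at least 3 of the 5 animals of any of the 7 groups. The plan was to use the SD of the local background, but the scanner files hold no such column, so the negative controls took its place. The interquartile range over all arrays had to exceed 0.5, as in the paper, which left 723 of the 812 detected microRNAs. The number of arrays and the signal limit the precision: the median signal of an array was between 3.89 and 22.2 times the SD of its negative controls, and it was lowest in the LS7 group.

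Groups were compared in 15 pairs by limma 3.58.1 in R 4.3.3, fitted on the 10 arrays of the 2 groups compared, with adjustment by Benjamini and Hochberg over the microRNAs tested and a limit of 0.05. Rank Product was computed from its definition with 100 permutations and a percentage of false positives under 0.05. The effects of injury against sham were compared between days in 1 model of all 7 groups. Measures of whole arrays and list levels per animal were compared by 2-sided exact permutation tests over the 252 splits of 10 animals, with a smallest p of 0.0079, and correlations by 100000 permutations. Outliers within groups were sought with Dixon's test at 0.71. Each count was set beside 100 random splits of the same arrays. Calculations outside limma used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures matplotlib 3.10.9.

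Of 16 lists of microRNAs, 12 were fixed before the data were examined: neuronal, oligodendrocyte, immune cell, erythrocyte, endothelial, muscle and mesenchymal or vascular microRNAs, the let-7, miR-30 and miR-29 families, the miR-17-92 cluster with its paralogues, and the Dlk1-Dio3 cluster. The other 4 were taken from the study: pro-apoptotic and anti-apoptotic microRNAs of Table 7, the microRNAs of Table 8 and the 8 of Figure 5. They were tested over all detected microRNAs by camera with a preset correlation of 0.01, with an estimated correlation and fry beside it, adjusted over the 16 lists of a comparison. A list member was matched to the probe that carries its name, the rat name before the mouse and the human one. The paper's tables had been seen when the 12 lists were fixed. These lists hold microRNAs that it reports as changed, such as miR-21, miR-223 and miR-124, and are not independent of its results.

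The microRNAs named in the text were taken by a rule set before the data were examined: those with the largest changes in each comparison with an injured group, those the paper names in its text, Tables 1 to 8 and Figure 5, and the members of the lists. The values in the paper's tables had been seen by then.

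Alternatives set before the data were examined were the authors' deposited values, normexp background correction (offset 50) with quantile normalization, VSN without background subtraction, scaling to the 75th percentile of the microRNAs detected on all arrays or of all microRNAs (floor 16), scaling to spike-in controls, other detection rules, no filters, all spots marked by the scanner software left out, rat probes alone, all 7 groups in 1 fit, the replicate number or the scan day as a block, array weights (statmod 1.5.0), a plain t-test with and without adjustment, and leaving out each animal. The plain t-test was unpaired and without moderation of the variance, unlike the test that the paper's methods name. The ratio to the red channel after loess, the scan day as a random block, the arrays without the 3 of lowest signal without the 2 whose scanner file differs from the table and without the 6 of a series of animals with consecutive numbers, the percentile scalings of the principal components and the scan day block of the lists were chosen after the data had been seen. The 8 scalings named in the text are VSN after and without background subtraction, the authors' values, normexp with quantile normalization, both percentile scalings, the spike-in scaling and the red channel ratio. On values simulated from the means and SDs of the groups of 5 pairs, limma called 27 to 66 of 100 microRNAs changed by a log2 of 1 and 84 to 100 of 100 changed by a log2 of 2. Functional scores, histology, Q-PCR and messenger RNA data were not analysed here.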

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

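The tests of the array scaling, of the scan day, of matched signal with the 2 arrays held out, of the low signal of 1 day 3 array, of a series of animals, of cell loss by other cell types, of a chance draw of probes and of calls by the level of probes were chosen after the result was seen, and those of matched signal, of cell loss by the share of lower calls, of swapped labels and of the change of dim probes before it.

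Most of the 453 microRNAs called between LS7 and SH7 were lower. Low signal of the LS7 arrays as the whole cause is argued against: LS7 replicates 2 and 4, set against the 5 control and sham arrays of the same signal over background (6.82 to 7.70, and 7.60 to 7.85 in the 2 LS7 arrays), had a median log2 difference of −1.25 for the 422 lower microRNAs (quartiles −1.68 and −0.88), and 414 of these lay below 0. Since these 2 arrays helped to choose the 422, LS7 was also set against SH7 without them, and the 361 microRNAs then called lower had a median of −1.27 in the matched arrays (356 below 0), beside −0.83 for all detected microRNAs. The scanner file of LS7 replicate 4 differs from the deposited values, and with LS7 replicate 2 alone the median was −1.47 (349 of the 361 below 0), so this comparison rests on 2 arrays. Of the 5 control and sham arrays 3 belong to a series of animals described below, and against the 2 others the median was −1.17 (quartiles −1.72 and −0.82), with 418 below 0. The scan day is argued against by 254 lower calls with scan day as a block. Of the tested microRNAs outside the neuronal, oligodendrocyte and Dlk1-Dio3 lists 55.8% were lower, but 0.48% with 75th percentile scaling over the microRNAs detected on all arrays, so this share does not decide on a loss of neurons and oligodendrocytes alone. Such a loss would move the microRNAs of other cells alike. It is argued against by the level of the immune cell list minus that of the endothelial list (2 probes). This level differed by 1.77 between LS7 and SH7 (exact permutation test, p = 0.0079) and by 1.33 to 1.77 over the 8 scalings. A factor per array cancels in it, so both percentile scalings and the spike-in scaling gave the same 1.66. The immune list was fixed after the paper's results for members such as miR-21 and miR-223 had been seen, so this is not an independent test. The scaling of the arrays stays open, since under 75th percentile scaling over the microRNAs detected on all arrays 1.09% of the calls were lower, so an overall fall of microRNAs may be set by the scaling. This scaling has its own limit, as only the local background was subtracted. The mean of the negative controls was 38.7 to 191 in LS7 and 15.6 to 47.25 in SH7, so values near the negative controls can be raised in LS7. By Q-PCR the paper gives miR-219-5p, miR-107 and miR-29c as repressed at 7 dpo. What is left apart from the scaling is the unequal change, for which the limit of the matched signal also holds. Relative to all microRNAs, the matched arrays had −1.0 for the neuronal, −0.94 for the oligodendrocyte and 1.35 for the immune cell list. A change in the cells of the cord after injury is a hypothesis for this that no value here decides, as cell counts were not analysed here.

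LS3 replicate 2 lay with the LS7 animals on the first principal component and LS7 replicate 1 lay apart from them. A swap of the labels of these 2 animals is argued against by the erythrocyte list, whose level was 2.40 in LS3 replicate 2 and 1.26 in LS7 replicate 1, against 2.24 to 4.01 in the other LS3 and −0.48 to 0.73 in the other LS7 animals. A shared scan day stays open, since the other arrays of that day were LS7 replicates 2 and 3 and 1 sham array, and the score of 2.97 of a single sham array does not decide. LS3 replicate 2 belongs to a series of 6 animals with consecutive numbers (CT replicate 4, SH1 replicates 1 and 2, LS1 replicate 4, LS3 replicate 2 and LS7 replicate 3), whose arrays had a low signal (3.89 to 7.67), many microRNAs detected (905 to 1142) and scores of −14.9 to −6.91 on the third component. As the signal is a median over the microRNAs detected, a low signal and many detections are not independent traits. What these arrays share is not known, and as the whole cause it is argued against by the CT, SH1 and LS1 arrays of the series, which scored at most 2.97 on the first component. The low signal of LS3 replicate 2 (4.62) and a true difference between the animals cannot be told apart, because no control or sham array had a signal below 6.82. A faster course of injury in this animal was not tested.

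Of the 54 microRNAs higher in LS1 than in CT, 48 had no rat name. This goes by the probe names alone, so such probes may still match a rat microRNA. A chance draw from the probes tested is argued against by Fisher's exact test (p = 0.00039, 6 of 54 called probes with a rat name against 225 of 669 others), although probes are not independent. More calls among dim probes whatever their name are argued against within 5 bins of the level in CT, where 15.2 called probes with a rat name are expected and 6 were found (exact p = 0.0021). A shift of all dim probes stays open: the median change of 0.22 in 186 probes without a rat name and of like level in CT, against 1.70 in the called ones, does not decide, since these probes were taken from those not called. RNA of other sequence that binds these probes after injury may be a source, and was not tested. The difference between LS1 and SH1 was not called for any of them by limma.

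Of 49 groups and measures, 7 held an animal far from the other 4, where chance gives about 1 in 20 groups, or 2.45 here. SH3 replicate 2 had 941 microRNAs detected, with the next highest at 688. SH7 replicate 4 had 771 detected, with the next at 598. LS1 replicate 4, of the series described above, had a score of −0.51 on the first and −10.2 on the third principal component. LS3 replicate 2 had a score of 36.6 on the first component, with the next LS3 animal at 2.07. SH1 replicate 4 had a mean log2 value of 5.25 over all microRNAs. LS3 replicate 4 had an SD of the negative controls of 27.2. The effect of injury against sham differed between days 7 and 3 for 18 microRNAs and between days 7 and 1 for 426, by a test of the difference itself. The count of 18 fell to 0 with scan day as a block, and chance cannot be excluded for it. The red channel, which the paper does not report on, had a mean correlation of 0.978 between arrays, against 0.910 for the green one. Probes of viral microRNAs, which the paper does not discuss, gave a signal above the negative controls for 34 names.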

How the results depend on the processing

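The ratio to the red channel after loess, the scan day as a random block, the arrays without the 3 of lowest signal, those without the 2 whose scanner file differs from the deposited values, those without the 6 of a series of animals with consecutive numbers and the percentile scalings of the principal components were chosen after the data had been seen. Of 553 values of 79 named changes under other values or scalings, 113 kept the direction but no longer passed, 40 came to pass, 33 turned, and the others kept direction and side of the limit. Of 770 values without 1 animal, 688 kept both, 73 no longer passed, 7 came to pass and 2 turned. Of these 2, miR-468 in LS3 against CT lay between −0.52 (LS3 replicate 5) and 0.045 (LS3 replicate 2), and miR-146a in LS7 against SH7 between −0.055 (LS7 replicate 1) and 0.43 (LS7 replicate 5). MiR-455 in LS7 against SH7, not detected on any LS7 array and so not measured, turned to 0.13 with the authors' values, 0.087 with normexp, 1.78 and 0.18 with the percentile scalings and 0.53 with spike-in scaling. Of the counts of changed microRNAs under alternatives, 202 stayed within 1.5 times the main count with the same leading direction, 57 fell below, 67 rose above and 24 changed the direction of most calls. The signal over the negative controls, lowest at 3.89, limits what a low value in LS7 shows, since a microRNA under the negative controls is not measured. Where fewer microRNAs or animals were tested, the smaller test itself lowers counts, and for the other changes the cause was not tested. Counts below are total calls unless higher and lower are named.

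With the authors' deposited values the counts were 25 for LS1 against CT, 47 (14 higher and 33 lower) for LS3 against CT, 216 for LS7 against CT, 3 for LS1 against SH1, 222 for LS7 against SH7, 10 for LS3 against LS1 and 166 for LS7 against LS1. Rank Product then gave 203 changes, and 40.3% of the detected microRNAs were variable. With normexp and quantile normalization the counts were 18, 59 (28 higher and 31 lower) and 83 for LS1, LS3 and LS7 against CT, 62 and 102 for days 3 and 7 against sham, 26 (18 higher and 8 lower), 96 and 17 for LS3 against LS1, LS7 against LS1 and LS7 against LS3, and 1 among control and sham groups. There 25.6% of the detected microRNAs were variable, the first component held 30.7%, and miR-138, miR-142-3p, miR-195 and miR-466b had changes of 0.078, 1.04, 0.013 and 0.17 in LS7 against SH7.

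With 75th percentile scaling over the microRNAs detected on all arrays the counts against CT were 26, 21 and 358 (356 higher), those against sham were 13 (11 higher) and 457 (452 higher) at days 3 and 7, and those between injured days 1, 330 (320 higher) and 1. The interaction gave 1, the overlap of days 3 and 7 was 2, and 8 lists shifted. Changes that turned in LS7 against SH7 were miR-133b 1.42, miR-142-3p 1.13, miR-183 0.98, miR-184 0.89, miR-195 0.21, miR-290 0.66, miR-331 0.47, miR-369-3p 0.23, miR-466b 1.03 and miR-541 0.44, and in LS7 against CT miR-107 0.023, miR-145 0.42 and miR-468 0.53. As miR-183 was under the limit of detection on every LS7 array and miR-133b on most, their values do not show a rise. With 75th percentile scaling over all microRNAs the counts were 3 and 25 for days 1 and 3 against sham, 10 for LS3 against CT, 26 (15 higher and 11 lower) for LS3 against LS1 and 1 for LS7 against LS3, the interaction gave 11 and the overlap 22. With spike-in scaling the counts were 588, 38 (31 lower) and 271 (190 higher) against CT, 805, 0 and 261 against sham, and 639 and 2 for LS3 against LS1 and LS7 against LS3. The interaction gave 1, the overlap was 0 and miR-133b was 0.17. Beside the 0 calls of limma for LS3 against SH3 under this scaling, 6 microRNAs had an unadjusted p under 0.05. With the ratio to the red channel after loess the counts were 95 and 93 (49 higher) for LS3 and LS7 against CT, 6, 90 (57 higher) and 87 (50 higher) against sham, and 75 (43 higher), 101 and 36 between injured days. In LS7 against SH7 miR-125b-5p was 0.21, miR-142-3p 1.35, miR-195 0.024, miR-29a 0.036, miR-29b 0.039, miR-30a 0.13, miR-30b-5p 0.060, miR-9* 0.32, miR-184 0.13 and miR-466b 0.12.

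With no filter on the interquartile range LS3 against CT gave 7, and with no filter at all LS3 against SH3 gave 4, LS7 against SH7 690, LS3 against LS1 12, LS7 against LS1 752, the interaction 2 and the overlap 4. With detection in all 5 animals LS1 against SH1 gave 8 and the interaction 47, and 1333 microRNAs were detected on any of the 35 arrays. With all spots marked by the scanner software left out, LS1 against SH1 gave 6, LS3 against CT 42 (29 lower) and the interaction 55. Rat probes alone gave 6, 18 (12 lower) and 137 against CT, 1 and 162 for days 1 and 7 against sham, 1, 143 and 2 between injured days, 2 among control and sham groups, an interaction of 2 and 3 shifted lists.

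All 7 groups in 1 fit gave 45 (36 lower) for LS3 against CT, 3 and 84 for days 1 and 3 against sham, 72 and 258 for LS3 against LS1 and LS7 against LS3, 1 among control and sham groups and an overlap of 78. Animals that share a replicate number had deviations correlated above 0.1 in 0 to 4 of 5 pairs of a comparison (median 0.50 against −0.24 for other numbers in LS3 against CT, but −0.41 against 0.16 in LS1 against SH1), and at most 3 of 5 were most alike with their own number. With neither source nor all pairs in its favour, no pairing was taken as given, and the replicate number as a block gave 10 (7 lower) for LS3 against CT, 128 for LS3 against SH3, 1 among control and sham groups, an interaction of 40 and an overlap of 109. The scan day as a block gave 17 (14 lower) for LS3 against CT, 0 by limma for LS3 against SH3 (109 at an unadjusted p under 0.05), 263 for LS7 against SH7, 17 for LS7 against LS3, an interaction of 0 (138 at an unadjusted p) and an overlap of 0, and as a random block 53 (42 lower), 4 for LS1 against SH1, 83 for LS3 against SH3, 44 for LS3 against LS1, 248 for LS7 against LS3, 1 among control and sham groups and an overlap of 75. Array weights gave 105 for LS3 against CT, 85 and 148 for days 1 and 3 against sham, 246 and 440 for LS3 against LS1 and LS7 against LS3, 110 among control and sham groups and an overlap of 108. A plain t-test, unpaired and without moderation of the variance, gave after Benjamini-Hochberg 25 and 6 for LS1 and LS3 against CT, 21 for LS3 against SH3, 0 for LS3 against LS1, 0 for LS7 against LS3 and an overlap of 17, and unadjusted 137 and 109 (76 lower) for LS1 and LS3 against CT, 59 and 135 for days 1 and 3 against sham, 175 and 147 for LS3 against LS1 and LS7 against LS3, 340 among control and sham groups and an overlap of 108. Rank Product gave 31, 24 and 24 (13 higher) against CT, 16, 22 and 56 (43 higher) against sham, 78 (53 higher) for LS7 against LS1 and 10 among control and sham groups. Of the 12 lists fixed before the data were examined, 5 passed in LS7 against SH7 by camera and 0 by camera with an estimated correlation, and fry, which tests against no change and not against other microRNAs, called 9.

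Without the 3 arrays of lowest signal the counts were 77 for LS3 against CT, 222 for LS7 against CT, 74 for LS3 against SH3, 83 for LS3 against LS1 and 195 for LS7 against LS3. Without the 6 arrays of the series the counts were 83 for LS1 against CT, 74 (44 higher and 30 lower) for LS3 against CT, 74 for LS3 against SH3, 240 for LS3 against LS1 and 281 for LS7 against LS3. Without the 2 arrays whose scanner file differs from the deposited values LS7 against LS3 gave 1. Leaving out LS1 replicate 4 gave 111 and LS1 replicate 5 gave 30 for LS1 against CT, and LS3 replicate 2 gave 77 for LS3 against CT. For LS1 against SH1 limma gave 63 without SH1 replicate 4 and 0 without each other animal, with 42 to 144 at an unadjusted p under 0.05. For LS3 against SH3 it gave 74 without LS3 replicate 2, 15 without SH3 replicate 4, and 0 without LS3 replicate 1, 3 or 4 or SH3 replicate 1, 3 or 5, with 105 to 151 at an unadjusted p, and the overlap was 59 without LS3 replicate 2, 11 without SH3 replicate 4 and 0 without the same 6 animals. For LS3 against LS1 it gave 83 without LS3 replicate 2, 54 without LS1 replicate 4, 14, 9, 10 and 4 without LS1 replicates 1, 2, 3 and 5, and 13 and 3 without LS3 replicates 1 and 3. For LS7 against LS3 it gave 337 without LS3 replicate 2, 63 without LS7 replicate 1, 2 without LS3 replicate 1 and 1 without LS3 replicate 3, 4 or 5 or LS7 replicate 2, 4 or 5. The interaction gave 304 without LS3 replicate 2, 48 and 36 without SH3 replicates 4 and 5, 37 without LS7 replicate 4, 29 without SH7 replicate 5, 7 without LS3 replicate 1 or 3 or SH7 replicate 2, 3 without LS3 replicate 5 or LS7 replicate 2, 2 without SH3 replicate 1 or 2, and 0 without LS3 replicate 4, LS7 replicate 5, SH7 replicate 1 or SH7 replicate 3. Without LS7 replicate 1 it gave 207. Among control and sham groups 1 was called without SH3 replicate 5.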

Differences from the paper's values

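The ratio to the red channel after loess, the scan day as a random block and the arrays left out for low signal or as a series of animals were chosen after the data had been seen, and the other alternatives before. All counts are at an adjusted p under 0.05 or, for Rank Product, a percentage of false positives under 0.05, limits set here, since the paper's methods give none for these tests. A gap is called closed where a count came within 1.5 times the paper's, above or below it. A closed gap does not mean that the paper's number was reproduced. Rat probes alone are 231 of the 723 microRNAs tested, so that a count near the paper's there compares unlike sets and is named for completeness only.

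The paper's number of variable microRNAs is 463, and 723 were found here with background subtraction. Of the 2 alternatives set before the data were examined, the authors' deposited values closed this gap and normexp with quantile normalization did not. The paper's number of changes over 15 comparisons is 763, in 343 names, and limma called 1449, in 559 names. Of 19 alternatives for the changes, the authors' deposited values, all spots marked by the scanner software left out, rat probes alone and scan day as a block closed the gap, and 15 did not. No alternative was computed for the names. By Rank Product the paper's number of changes is 170, in 88 names, against 312 in 163 names here, and by both tests the paper's number is 70, in 53 names, against 194 in 123 here. The authors' deposited values closed the gaps of Rank Product in changes and names, and no alternative was computed for both tests together.

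For LS1 against CT the paper's count is 15 and the count here 54, a gap that of 19 alternatives normexp with quantile normalization closed. For LS3 against CT the paper's count is 43 and the count here 2. The authors' deposited values, normexp with quantile normalization, spike-in scaling, all marked spots left out and all 7 groups in 1 fit closed this gap, and the other 14 did not. Counts at day 7 were compared by direction, and the totals are 203 in the paper and 380 here against CT, and 257 and 453 against SH7. For LS7 against CT the paper's count of lower microRNAs is 192 and the count here 366, closed by the authors' deposited values, 75th percentile scaling over all microRNAs, all marked spots left out, rat probes alone and a plain t-test after adjustment, and not by 14 others. For LS7 against SH7 the paper's count of lower microRNAs is 232 and the count here 422, closed by the authors' deposited values, 75th percentile scaling over all microRNAs, all marked spots left out, rat probes alone and scan day as a block, and not by 14 others. For LS7 against LS1 the paper's count of lower microRNAs is 178 and the count here 448, closed by the authors' deposited values, 75th percentile scaling over all microRNAs and rat probes alone, and not by 16 others. For the same pair the paper's count of higher microRNAs is 16 and the count here 38, closed by the authors' deposited values, detection in all 5 animals and all marked spots left out, and not by 16 others. For LS3 against LS1 and LS7 against LS3 the paper's count is 0 and the counts here are 29 and 6, and only a plain t-test after Benjamini-Hochberg adjustment reached 0 in both. That t-test was unpaired and without the Bayesian estimate of variance that the paper's methods name, so it is not the paper's test. Of the alternatives chosen after the values were seen, the scan day as a random block gave 53 for LS3 against CT, within 1.5 times the paper's 43, but dropped 11 of those 43, and the arrays without the 3 of lowest signal gave 222 for LS7 against CT, within 1.5 times the paper's 203, but dropped 44 of those 203. The arrays without the series of 6 animals with consecutive numbers, also chosen after the values were seen, gave 271 for LS7 against CT, within 1.5 times the paper's 203, but dropped 29 of those 203.

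By Rank Product the paper's counts are 36 for LS7 against LS1, 14 for LS3 against SH3, 22 for LS3 against LS1 and 6 for LS1 against SH1, and the counts here were 78, 22, 43 and 16. The authors' deposited values closed each of these 4 gaps. For LS7 against SH7 the paper's Rank Product count is 2 and the count here 56, and the authors' deposited values, with 34, did not close the gap.

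The paper gives no change by the t-test between the injured groups of days 3 and 7, whereas miR-144, miR-144*, miR-451, miR-486, miR-486-5p and miR-1253 were called here by limma, and by Rank Product both counts for this pair are 8. It states that the animals of day 1 did not group together in the principal components or the heat map and could not be told from control or sham animals, and itself lists 15 changes against CT. Here LS1 and CT differed by −15.0 on the second component (exact p = 0.0079, adjusted p = 0.058) and in 54 microRNAs, whereas LS1 and SH1 did not pass on that component (exact p = 0.21) or in any microRNA by limma (71 at an unadjusted p under 0.05, 16 by Rank Product). It states that the place of 1 LS3 animal within and of 1 LS7 animal outside the separate group was related to no measure of processing evaluated. The signal over the negative controls, which it does not name, was 4.62 for the former and 10.2, the highest of LS7, for the latter. This signal had an r of −0.775 with the first component over the 30 arrays other than LS7. Signal and component come from the same microRNA spots, so the signal is not a measure of processing alone. The paper lists microRNAs as not detected by the arrays, whereas 24 of the 36 with a probe were detected here, 18 of them at 3 SD. It gives miR-541 as raised in 1 of its tables, whereas it was called lower here in LS7 than in SH7 (−1.90, a size not measured, as it was detected in 2 of 5 LS7 animals), but had 0.44 with 75th percentile scaling over the microRNAs detected on all arrays. It describes miR-468 as not significantly altered, whereas it was called lower in LS7 than in CT, by −1.17, but had 0.53 with the same percentile scaling. It gives miR-199 as lower at 7 dpo, whereas miR-199a-5p was called higher in LS7 than in CT (1.04, lost without certain single animals). It gives miR-146a as increased at 7 dpo in its tables and Q-PCR (and as decreased in 1 sentence of its discussion), and its change here was 0.16 against SH7 and 0.78 against CT, upward but not past the limit.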

Other observations

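The random splits of the arrays were chosen after the counts were seen, and the other values given here come from comparisons set before the data were examined.

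The text has not described the microRNAs of vessels and connective tissue, for which a difference from the neuronal list was not tested. Of the 5 mesenchymal or vascular microRNAs (miR-143, miR-145, miR-199a-5p, miR-199a-3p and miR-214), 2 were called lower in LS7 than in SH7 and 3 did not pass (2 lower when adjusted over the list alone; camera adjusted p = 0.60 upward, although the median change was −0.19 and the mean −0.57). Relative to all detected microRNAs, their median was 0.86 against SH7 and 0.93 against CT, and positive with all 8 scalings in both. Their mean level per animal relative to the array was 1.26 ± 0.37 in LS7, 0.90 ± 0.49 in SH7 and 0.64 ± 0.20 in CT (SD, n = 5). LS7 and SH7 animals overlapped in this level. The endothelial pair, miR-126 and miR-126*, had a median change of −1.50 in LS7 against SH7 (1 of 1 variable member lower, also when adjusted over the list alone; camera adjusted p = 0.47), and its relative median of −0.46 kept its sign with 6 of the 8 scalings. Its mean level relative to the array was lower in LS3 than in SH3 by 0.53 (exact permutation test, p = 0.0079, the smallest possible, adjusted p = 0.034 over 108 list comparisons) and in LS7 than in SH7 by 0.57 (exact p = 0.016, adjusted p = 0.057).

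The 18 microRNAs whose effect of injury was lower at day 7 than at day 3 included miR-144 (−4.95, adjusted p = 0.015 from limma), miR-451 (−3.25, adjusted p = 0.025) and miR-486 (adjusted p = 0.015, detected on 0 LS7 arrays, so that its size is not measured), and 9 of them were miRPlus sequences. With scan day as a block none of the 18 was called. Erythrocyte microRNAs were higher in LS3 than in SH3 as a list (camera adjusted p = 1.9e-05, but adjusted p = 0.30 with an estimated correlation; with scan day as a block 0.026), while limma called 0 of the 5 (2 when adjusted over the list alone). The relative shift of this list was 1.60, and between 1.09 and 1.60 over the 8 scalings. In LS7 against SH7 all 5 were lower (5 when adjusted over the list alone; camera adjusted p = 0.30), with a median of −2.12, but of 0.26 with 75th percentile scaling over the microRNAs detected on all arrays. The let-7 and miR-30 families were lower than other microRNAs in LS3 against SH3 by camera (adjusted p = 0.035 each, but adjusted p of 0.58 and 0.47 with an estimated correlation), and limma called 0 of their 14 members (0 also when adjusted over the list alone). In the red channel limma called 0 microRNAs in all 15 comparisons, with 2 to 46 at an unadjusted p under 0.05 in each, and Rank Product was not run on it.

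Chance as the source of the counts was set beside 100 random splits of the same arrays. Only the real split reached the real count for LS7 against CT (52.6% of the tested microRNAs called, at most 29.3% in another split). The same held for LS7 against SH7 (62.7%, at most 48.7%) and LS1 (67.2%, at most 56.8%), and for LS3 against SH3 (39 called, at most 5). This argues against chance in these comparisons but does not exclude it. A share of 1 of 100 is the smallest these splits can give, and it was not adjusted over the comparisons. For LS1 against CT (54, at most 123), LS3 against CT (2, at most 6), LS3 against LS1 (29, at most 50) and LS7 against LS3 (0.83% of the tested microRNAs, at most 69.8%), 2, 4, 2 and 4 of the 100 splits, the real one included, reached the real count. That share is low, but it was not adjusted over the comparisons and does not exclude chance. Other splits exceed the real count and, without LS3 replicate 2, the last 3 counts become 77, 83 and 337, so they are weak evidence of a difference between the groups. A split that calls many times the real count, such as the 69.8% between LS7 and LS3, points to a structure of the arrays apart from the groups, the source of which was not tested. For LS1 against SH1 (0 called, at most 52), for the 6 comparisons among control and sham groups (0 called, at most 298 in total) and for the difference in the effect of injury between days 7 and 3 (18, at most 102) chance cannot be excluded. In these 3, too, other splits called far more than the real one. Leaving out 1 animal took the 39 to 74 (LS3 replicate 2), 15 (SH3 replicate 4) or 0 (LS3 replicate 1, 3 or 4, SH3 replicate 1, 3 or 5; 105 to 151 at an unadjusted p under 0.05), and the 18 to 304 (LS3 replicate 2), 207 (LS7 replicate 1) or 0 (LS3 replicate 4, LS7 replicate 5, SH7 replicate 1 or 3), so these counts rest on single animals. Beside the zeros, limma gave 71 microRNAs at an unadjusted p under 0.05 for LS1 against SH1 and Rank Product 16, and Rank Product gave 10 over the control and sham groups.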
